# Investigation of Islet2a function in zebrafish embryos: Mutants and morphants differ in morphologic phenotypes and gene expression

**DOI:** 10.1371/journal.pone.0199233

**Published:** 2018-06-21

**Authors:** Rosa L. Moreno, Kristina Williams, Kenneth L. Jones, Angeles B. Ribera

## Abstract

Zebrafish primary motor neurons differ from each other with respect to morphology, muscle targets and electrophysiological properties. For example, CaP has 2-3-fold larger densities of both inward and outward currents than do other motor neurons. We tested whether the transcription factor Islet2a, uniquely expressed in CaP, but not other primary motor neurons, plays a role in specifying its stereotypic electrophysiological properties. We used both TALEN-based gene editing and antisense morpholino approaches to disrupt Islet2a function. Our electrophysiology results do not support a specific role for Islet2a in determining CaP’s unique electrical properties. However, we also found that the morphological phenotypes of CaP and a later-born motor neuron differed between *islet2a* mutants and morphants. Using microarrays, we tested whether the gene expression profiles of whole embryo morphants, mutants and controls also differed. Morphants had 174 and 201 genes that were differentially expressed compared to mutants and controls, respectively. Further, *islet2a* was identified as a differentially expressed gene. To examine how mutation of *islet2a* affected *islet* gene expression specifically in CaPs, we performed RNA *in situ* hybridization. We detected no obvious differences in expression of *islet1*, *islet2a*, or *islet2b* in CaPs of mutant versus sibling control embryos. However, immunolabeling studies revealed that an Islet protein persisted in CaPs of mutants, albeit at a reduced level compared to controls. While we cannot exclude requirement for some Islet protein, we conclude that differentiation of the CaP’s stereotypic large inward and outward currents does not have a specific requirement for Islet2a.

## Introduction

Mammalian spinal motor neurons comprise a heterogeneous population, as evidenced by their different morphological and functional properties [1] [2]. Several lines of evidence support the view that different combinations of LIM-homeodomain (LIM-HD) transcription factors direct specification of the diverse set of mammalian motor neuron subtypes [3][4].

In the zebrafish spinal cord, early born primary motor neurons (PMNs) also are heterogeneous and express LIM-HD transcription factors in a combinatorial manner [5–10]. Each hemisegment has three different PMNs—RoP, MiP, CaP; in some hemisegments, there is also a variably-present PMN, VaP, a CaP duplicate that dies early [11]. PMNs differ from each other with respect to gene expression, soma position, axonal trajectory and/or electrical membrane properties [5,8 12]. At the time of axon genesis, CaP expresses *islet2a*, whereas other PMNs do not. These findings raise the possibility that Islet2a plays a role in specifying CaP’s motor neuron subtype-specific properties.

In addition to *islet2a*, zebrafish embryos express *islet1* and *islet2b* [9, 10] [8] [13] [14]. All PMNs initially express *islet1* [8]. In zebrafish, knock-down of Islet1 results in failure of presumptive motor neurons to extend peripheral axons and innervate muscle targets, a fundamental requirement for motor function [15]. Further, upon disruption of Islet1 function, presumptive motor neurons differentiate novel non-motor neuron-like membrane electrical membrane properties [16]. These results implicate an essential role for Islet1 in general specification of motor neurons.

A few hours after the initial expression of *islet1*, CaPs begin to express *islet2a* and simultaneously downregulate *islet1* [8]. The exclusive expression of *islet2a* in CaP vs. other PMNs raises the possibility that it may selectively specify this motor neuron subtype. Consistent with this, disruption of Islet2a function, either by overexpression of Islet2a-LIM domains or morpholino (MO) knock-down, leads to defects in outgrowth of CaP axons [17] [15]. In addition, in *prdm14* mutants, CaPs lack expression of *islet2a* and have axons with stunted growth [18].

In *Drosophila* larvae, loss-of-function of *islet*, the fly orthologue of zebrafish *islet* genes, leads to changes in morphology as well as electrophysiological properties of one motor neuron subtype [19, 20]. CaP’s electrophysiological properties also distinguish it from MiP [12]. Specifically, the densities of inward and outward currents are 2.9 and 2.5-fold greater, respectively, in CaPs compared to MiPs. On this basis, we tested whether Islet2a determines CaP’s distinct electrophysiological as well as morphological properties. The results do not support a specific, non-redundant role for Islet2a in determining CaP’s stereotypic large inward and outward current densities.

## Materials and methods

### Zebrafish transgenic lines

All animal procedures used in this study have been approved by the University of Colorado Denver Animal Care and Use Committee (Approval number—74810(04)1D). Embryos and larvae were sacrificed by tricaine overdose accomplished by prolonged immersion in 0.02% tricaine methane sulfonate (Sigma-Aldrich, St. Louis, MO).

Several transgenic lines that express green fluorescent protein (gfp) in specific subpopulations of motor neurons were used for this study: tg(mnx1:gfp)ml2Tg [21]; tg(gata2:gfp)zf35Tg [22]; tg(islet1:gfp)rw0Tg [23, 24]. Here, we refer to these lines as tg(mnx1:gfp), tg(gata2:gfp) and tg(islet1:gfp), respectively. All motor neurons express gfp in the tg(mnx1:gfp) line, whereas dorsally- and ventrally- projecting secondary motor neurons (SMNs) express the reporter in the tg(gata2:gfp) and tg(islet1:gfp) lines, respectively.

### Gene-editing using transcription activator-like effector nucleases (TALEN) technology

Mojo Hand was used to design TALEN constructs that targeted the *islet2a* gene [25]. TALEN arms were limited to 15 repeat variable di-residues (RVDs) in length [26]. The TALEN pair, *islet2a*Tal1 (5’-CAG TAC CTG GAT GAG-3’), and *islet2a*Tal2 (5’-GTC CGA GAC GGC AAG-3’), targeted sequences in exon 2 of *islet2a* and flanked an ApaL1 restriction enzyme site (underlined) within a 15-base pair (bp) spacer (5’-ACGTGCACTTGCTTC -3’). The corresponding 15mers were: Tal1 RVD (HD NI NN NG NI HD HD NG NN NN NI NG NN NI NN) and Tal2 RVD (HD NG NG NN HD HD NN NG HD NG HD NN NN NI HD). TAL assembly was based on methods previously described [27]. Proper assembly of RVD-module vectors during the first Golden Gate reaction was confirmed by PCR, restriction digest, and DNA sequencing. Capped RNA was synthesized with the mMessage mMachine T3 transcription kit (Thermo Fisher Scientific, Waltham, MA). TALEN RNA pairs, 90–279 ng/arm, were injected into one-cell stage embryos. To test for TALEN induced recombination events, genomic DNA was extracted from single injected 24 hours post fertilization (hpf) embryos. PCR was then performed with *islet2a* primers: forward (5’-GATATTCGGGGTCCAGGTTT-3’) and reverse (5’-CGCTGCTTTTATCTCCAGTTT-3’) followed by ApaL1 test digests. Talen injected embryos were raised, and adults (G0) were outcrossed to wildtypes to identify founders. PCR and DNA sequencing analysis were performed on genomic DNA of F1 (heterozygote) and F2 (heterozygote and homozygote) embryos to obtain the exact recombination sequences (Barbara Davis, Sequencing Core, University of Colorado Anschutz Medical Campus).

We isolated two different mutations, 105(CO7002) and 102(CO7003). Both had frameshifts introduced within exon 2 leading to a downstream premature STOP codon (Fig 1A) The 105 allele consisted of a 13-nucleotide deletion within exon 2, leading to a frame shift and premature STOP codon. The second allele, CO7003, also had a frameshift at the same position and a premature stop codon following 30 non-conserved amino acids. For both alleles, homozygous mutants were viable and to adult stages. Here, we report results for the 105 allele.

**Fig 1:**
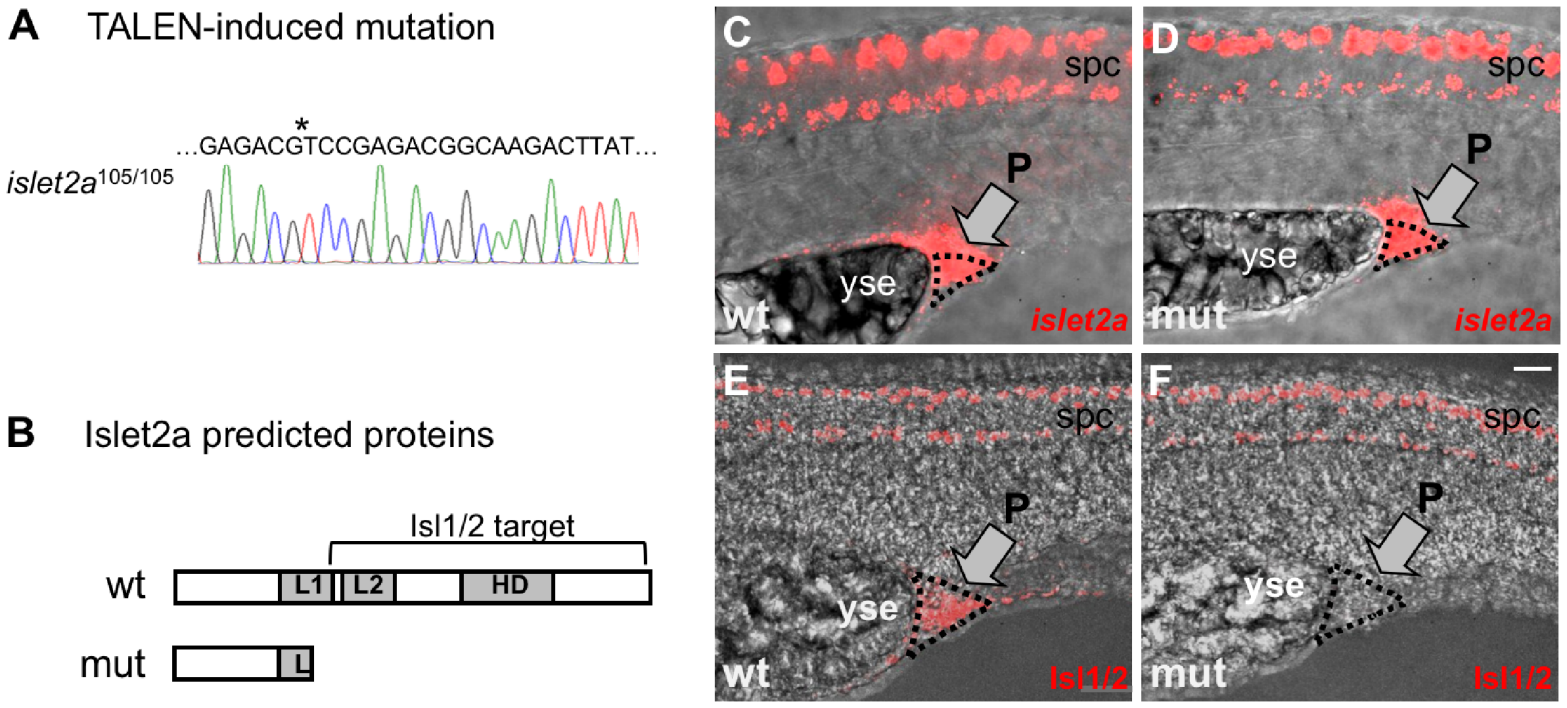
The *islet2a* TALEN mutant. (A) The sequence of homozygous *islet2a*^105^ genomic DNA revealed a 13-nuc deletion (at position *) that removed a restriction enzyme site and introduced a frameshift. (B) Schematic of wildtype and mutant Islet2a proteins. The *islet2a*^105^ sequence predicts a truncated Islet2a protein product lacking the homeobox (HD) and LIM2 (L2) domains and containing only a portion (~70%) of the LIM1 (L1) domain. The Isl11/2 monoclonal antibody used in this study was raised against a carboxy-terminus sequence not present in the predicted mutant protein. (C-F) Expression of *islet2a* mRNA (C, D) and Isl1/2 immunoreactivity (E, F) in wildtype (wt) and homozygous mutant (mut) *islet2a* 28 hpf embryos. Images are lateral views of embryos, with dorsal up and anterior to the left. Bright field and fluorescent images have been merged. (C, D) A tissue that expresses *islet2a*, but not *islet1* or *islet 2b*, was used to assess the efficacy of the TALEN mutation. The proctodeum (P), just caudal to the posterior end of the yolk sac extension (yse) emerges during embryonic stages and develops later into the anal passage. In both wildtype (n = 6) and mutant (n = 8) embryos, the proctodeum expressed *islet2a* mRNA. (E, F) The Isl1/2 antibody immunolabeled the proctodeum in wildtype (E; n = 10) but not mutant (F; n = 7) 28 hpf embryos. Scale bar in F, for C-F: 25 μm.

### Morpholino knockdown

Antisense MO oligonucleotides (Gene Tools, Philomath, OR) were injected into one-cell stage zebrafish embryos. We used a previously published translation blocking antisense, T-MO [15], directed to the start codon of the *islet2a* mRNA sequence (5’- GGATGCGGTAGAATATCCACCATAC-3’) at a concentration of 5 mg/ml. This T-MO differs from but partially overlaps with another T-MO previously used to perturb Islet2a function [17]. We used a control MO (Ctl MO) with 5-base pair mismatches compared to the T-MO (5’-GaATGCGcTAcAATATCCAgCAaAC-3’) at a concentration of 5 mg/ml. In addition, a splice blocking MO, Sp-MO (10 mg/ml) was designed to a sequence overlapping the splice junction between intron 1–2 and exon 2 (5’-CAGACTTCTCTGGATATGGAAAGCA-3’; S1 Fig). Comparisons of the MO and *islet* gene sequences supports specificity of the MOs targeting *islet2a* (Table 1 and S1 Table) [28, 29]. The T-MO and Sp-MO produced similar motor neuron morphological results and we report results obtained with T-MO.

**Table 1:** MO specificity for *islet2a*.

	Number of Mismatches with Target		
Gene	T-MO	Ctl MO	Sp-MO
***islet1***	0/25	5/25	0/25
***islet2a***	14/25	15/25	12/25
***islet2b***	9/25	10/25	8/25
***isl1l***	18/25	17/25	19/25

For *islet1* and *islet2b*, the regions corresponding to the *islet2a* sequences targeted by the MO were identified and compared. We include i*sl1l*, identified as the duplicate of *islet1* on the basis of syntenic relationships [28, 29]. However, zebrafish embryos express little to no *isl1l* mRNA (zfin.org). Further, the predicted Isl1l amino acid sequence shares only 47% identity with *islet1*. S1 Table presents the sequences for the regions of interest in the *islet* genes and the sequence of the intended MO targets, to show the distribution of the mismatches.

### RNA *in situ* hybridization

RNA *in situ* hybridization was carried out on fixed whole-mount 24, 28, 30 and 48 hpf embryos, as described previously [30]. Briefly, embryos were fixed in 4% paraformaldehyde, followed by dehydration with increasing concentrations of methanol and overnight incubation in 100% methanol (-20°C). Digoxigenin-labeled sense and antisense *islet1*, *islet2a* and *islet2b* RNA probes [8, 31] were synthesized and hybridized to whole-mount preparations [32, 33]. Hybridized RNA probes were detected with anti-digoxigenin Fab fragments coupled to alkaline phosphatase, followed by reaction with the Fast Red chromogen (Sigma-Aldrich, St. Louis, MO). In most cases, RNA *in situ* hybridization was followed by immunocytochemistry.

### Immunocytochemistry

For whole mount immunohistochemistry, 24–72 hpf embryos and larvae were fixed in 4% paraformaldehyde in PBS. Antibodies were diluted in 10% heat inactivated goat or fetal bovine serum in phosphate-buffered saline (PBS) containing 0.2% Tween. When immunochemistry followed *in situ* hybridization, 2% bovine serum albumin (Sigma-Aldrich, St. Louis, MO) was also included.

For detection of Islet protein, we used an antibody that recognizes both Islet1 and Islet2 proteins (Isl1/2 monoclonal; 39.4D5, Developmental Studies Hybridoma Bank [DSHB], Iowa City, IA; 1:500). CaP motor neurons were identified by immunolabeling using a combination of monoclonal zn1 (DSHB; 1:200) and monoclonal anti-syt2b (znp1; DSHB; 1:1000), or polyclonal anti-gfp (Thermo Fisher Scientific; 1:700–1000) when the tg(mnx1:gfp) line was used. To reveal SMN axons, we used the neurolin monoclonal, zn8 (1:200; DSHB). The following Alexa-conjugated secondary antibodies (Thermo Fisher Scientific) were used at 1:1000: goat anti-rabbit IgG Alexa-488; goat anti-mouse IgG_2b_ Alexa-546; goat anti-mouse IgG_2a_ Alexa-488; goat anti-mouse IgG_1_ Alexa-488 or -546.

The number of dorsally-projecting SMNs (dSMNs) were counted in 72 hpf tg(islet1:gfp) larvae in 4 hemisegments above the junction between the yolk sac and yolk sac extension. For purposes of comparison, we normalized values to the average number in uninjected larvae. Data were analyzed for statistical analysis by ANOVA followed by *post hoc* Bonferroni to correct for multiple comparisons.

### Confocal imaging

For imaging of processed embryos, we used a Marianas spinning disk confocal microscope (Intelligent Imaging Innovations, Denver, CO). Images were taken in the region comprising the ~3–4 hemisegments caudal and rostral to the junction between the yolk sac and yolk sac extension, except when examining the more-caudally located proctodeum. The same settings (e.g., gain, laser intensity) were used for imaging all samples in an experiment. Z-stack projections were made using open source software (FIJI version of Image J) [34, 35]. Sample size information is provided in the figure legends.

### Electrophysiology

Electrophysiology was performed as described previously [12, 16, 36]. Briefly, 24 or 48 hpf embryos were anesthetized with tricaine (0.02%, Sigma-Aldrich, St. Louis, MO) and secured to the bottom of a sylgard-lined recording chamber using suture glue (Vetbond, 3M, Maplewood, MN). Embryos were killed by hindbrain transection, skinned and rinsed with Ringer’s solution (in mM: 145 NaCl, 3 KCl, 1.8 CaCl_2_ and 10 HEPES, pH 7.4). Prior to recording, the Ringer’s solution was replaced with external solution (in mM: 125 NaCl, 2 KCl, 10 CaCl_2_ and 5 HEPES, pH 7.4). α-Bungarotoxin was used at ~0.8 μM to immobilize embryos during recordings. Voltage clamp recordings were obtained from spinal cord neurons that express *islet2a*: CaPs, ventrally-projecting secondary motor neurons (vSMNs) and Rohon-Beard cells (RBs) using an Axopatch 200B amplifier (Axon Instruments, Molecular Devices, Sunnyvale, CA). Electrodes for recordings (2.5 to 3 MOhms) were made from borosilicate capillary glass (Drummond Scientific, Broomall, PA) using a P-97 microelectrode puller (Sutter Instruments, Novato, CA).

The holding potential was set to -80 mV and trials consisting of 16 50 msec depolarizing steps; each successive step varied by +10 mV starting at -40 mV and extending to 110 mV. For each step, before returning the membrane potential to -80 mV, a 20 msec step to -40 mV was applied to record tail currents. For presentation of data, exemplar traces for steps to +20 mV are shown.

For calculation of current density, current amplitudes were normalized to cell size by dividing by the cell capacitance, a measure of the cell’s surface area. For inward and outward current density calculations, we used the peak inward current amplitude recorded during the entire trial of 16 steps and the steady-state outward current recorded during the final 20 msec of the step to +40 mV, respectively. Sample size information is provided in the figure legends.

### Whole embryo RNA isolation

RNA was isolated from 30–60 pooled 48 hpf whole embryos of the following conditions: *islet2a* sibling wildtype, *islet2a* mutant; sibling wt uninjected, wildtype injected with T-MO or Ctl MO. For microarray analyses, wildtype and uninjected embryo RNAs were each collected in duplicate, and RNA of mutants and morphants in triplicate. For quantitative polymerase chain reaction (qPCR) studies, all samples were collected in triplicate. RNA was isolated by column purification using the RNeasy Mini Kit (Qiagen, Venlo, Netherlands). RNA concentration and integrity were assessed using an Agilent 4200 Tape Station (Agilent Technologies, Santa Clara, CA).

### Microarray analysis of gene expression

RNA was delivered to the University of Colorado Denver Genomics and Microarray Core for analysis of gene expression using RNA microarrays (GeneChip^™^ Zebrafish Gene 1.0 ST Array, Thermo Fisher Scientific). A hybridization cocktail was prepared using 100 ng total RNA and the GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific). Samples were hybridized to the arrays for 16 hrs at 45°C (GeneChip^™^ Hybridization Oven 645, Thermo Fisher Scientific). Arrays were washed, stained (GeneChip^™^ Fluidics Station 450, Thermo Fisher Scientific), and scanned using a GeneChip Scanner 3000 (Thermo Fisher Scientific). Expression data from the resulting CEL files (see Supplementary information) were extracted and the OLIGO package in R was used to perform RMA (robust multichip average) normalization (S1 File). From this, pairwise ANOVAs in R were performed to compare the morphant vs. mutant, mutant vs. control and morph vs. control datasets; the two wildtype and two uninjected wildtype samples comprised the control group.

Two criteria were used to identify differentially expressed (DE) genes: (1) Q (p corrected for a false discovery rate of 5%) <0.05; (2) fold expression change that was either <-2 or >2. Heat maps were constructed using online software (https://software.broadinstitute.org/morpheus). We used Ingenuity Pathway Analysis^®^ (IPA^®^, Qiagen, Venlo, Netherlands) to identify pathways that were potentially differentially modified.

### cDNA synthesis and quantitative polymerase chain reaction

RNA samples were treated with Amplification Grade DNase (Thermo Fisher Scientific) prior to synthesis of cDNA. cDNA synthesis and qPCR were performed using the EXPRESS One-Step Superscript qRT-PCR Kit and a 7500 Fast Instrument (Thermo Fisher Scientific). Table 2 provides the assay IDs for the genes studied: *islet1*, *islet2a*, *islet2b*, *nrp1a*, and *plexinA3*. The assays targeted a region that flanked an intron, to allow distinction between amplification of mRNA vs. genomic DNA. Gene expression levels were normalized to that of the housekeeping gene *eef1a1a*.

**Table 2:** qPCR gene assays.

Target	Thermo Fisher Scientific Assay ID	Exons Targeted
*islet1*	Dr03425734_m1	4–5
*islet2a*	Dr03124888_m1	4–5
*islet2b*	Dr03111925_m1	5–6
*nrp1a*	Dr03106127_m1	11–12
*plexinA3*	Dr03149727_m1	21–22
*eef1a1a*	Dr03119741_m1	1–2

Cycling conditions were adjusted to those specified by the kit manufacturer (Thermo Fisher Scientific). The biological triplicates were each run in technical triplicate. The data were analyzed with the ABI 7500 Software Version 2.0.6 using all default parameters except that the threshold for the C_t_ standard deviation was changed from >0.5 to >0.3. The relative standard curve method was used with gene expression normalized to that of *eef1a1a*. The validity of *eef1a1a* as the endogenous control was tested by measuring the standard deviation of the threshold cycle (C_t_) of all the samples of equal concentrations. The standard deviation was consistently below 0.5, indicating that *eef1a1a* did not vary significantly between samples.

For analysis of statistical significance, the three technical replicates for each biological replicate were first averaged. Then, the means of the biological triplicates for each condition (wildtype, *islet2a* homozygous mutants, embryos injected with T-MO or Ctl MO) were calculated; sibling wildtype and uninjected wildtype were pooled as one group, referred to as wildtype. Statistical comparisons were done using ANOVA followed by *post hoc* Bonferroni to correct for multiple comparisons.

## Results

### Disruption of the *islet2a* gene

Using TALEN based methods, we introduced a 13-nucleotide deletion into exon 2 of *islet2a*, leading to a frame shift and premature STOP codon (105 allele; Fig 1A). The predicted truncated protein lacks the majority of the LIM1 domain and all of the LIM2 and homeobox DNA-binding domains (Fig 1B), regions required for function as well as recognition by the Isl1/2 antibody.

Many cells coexpress *islet2a* with other *islet1* genes [14, 31]. A notable exception is the proctodeum that expresses *islet2a* but not *islet1* [18]. RNA *in situ* hybridization demonstrated that both wildtype and mutant embryos expressed *islet2a* mRNA at comparable levels in the proctodeum as well as the spinal cord (Fig 1C and 1D). This result indicates that the TALEN-induced mutation in exon 2 of *islet2a* did not trigger nonsense mediated decay, a mechanism that targets and degrades many, but not all, mRNAs containing premature stop codons [37].

Analysis of Islet protein expression in zebrafish tissues typically involves use of a monoclonal antibody, Isl1/2, that recognizes both Islet1 and Islet2 proteins. The proctodeum of wildtype embryos showed positive Isl1/2 immunoreactivity as did cells within the spinal cord (Fig 1E), consistent with *islet2a* expression in the proctodeum. In *islet2a* mutants, however, the proctodeum lacked Isl1/2 immunoreactivity (Fig 1F), as predicted upon loss of full-length wildtype Islet2a protein. These data indicate that the TALEN-induced mutation of *islet2a* led to loss of expression of full-length Islet2a protein.

In addition, we used a previously reported translation blocking antisense MO (T-MO) to investigate the role of *islet2a* in the zebrafish embryo [15]. As controls for the T-MO, we used a MO (Ctl MO) with 5 mismatches compared to T-MO and a splice-blocking MO (Sp-MO) that targets the junction between intron 1–2 and exon 2 of the *islet2a* gene (S1 Fig). For the Sp-MO, RT-PCR analysis revealed the presence of two novel bands (S1B Fig). The additional transcripts corresponded to forms predicted by retention of intron 1–2 (S1A Fig, a) or skipping of exon 2 (S1A Fig, b), as confirmed by DNA sequencing, as expected upon targeting of the junction between intron 1–2 and exon 2 by the Sp-MO.

#### Effects of gene-editing and MO targeting of *islet2a* on spinal neuron electrical membrane properties

Our previous work has shown that the electrical membrane properties of CaP differ significantly from another PMN: in 24 hpf embryos, compared to MiPs, CaPs had 2–3 fold larger densities of both inward and outward currents [12]. If the unique expression of *islet2a* in CaPs determines its stereotypic larger inward and outward current densities, loss of Islet2a would be expected to result in obvious decreases in CaP current densities.

In 24 hpf tg(mnx1:gfp) embryos, CaPs were identified on the basis of gfp expression, soma position and a ventrally-projecting axon. We obtained whole cell voltage clamp recordings from CaPs in 24 hpf *islet2a* mutant and sibling wildtype embryos (Fig 2A). In contrast to our prediction, we did not detect statistically significant differences in either inward or outward densities for data obtained from CaPs in *islet2a* wild type, heterozygous or homozygous mutant embryos (Fig 2B and 2C). However, even though the mean values of outward current densities were not significantly different statistically, there was a small difference in the means of CaP outward current density recorded from wildtype compared to mutant embryos (wildtype: 3.5±0.5 pA/μm^2^; heterozygote: 2.8±0.3 pA/μm^2^; mutant: 2.7±0.3 pA/μm^2^). It is possible that with a larger sample size, we might have detected a statistically significant difference between wildtype and mutants. However, on the basis of our results, the difference would not fully account for the previously reported ~3-fold difference in outward current densities of CaPs compared to MiPs [12].

**Fig 2:**
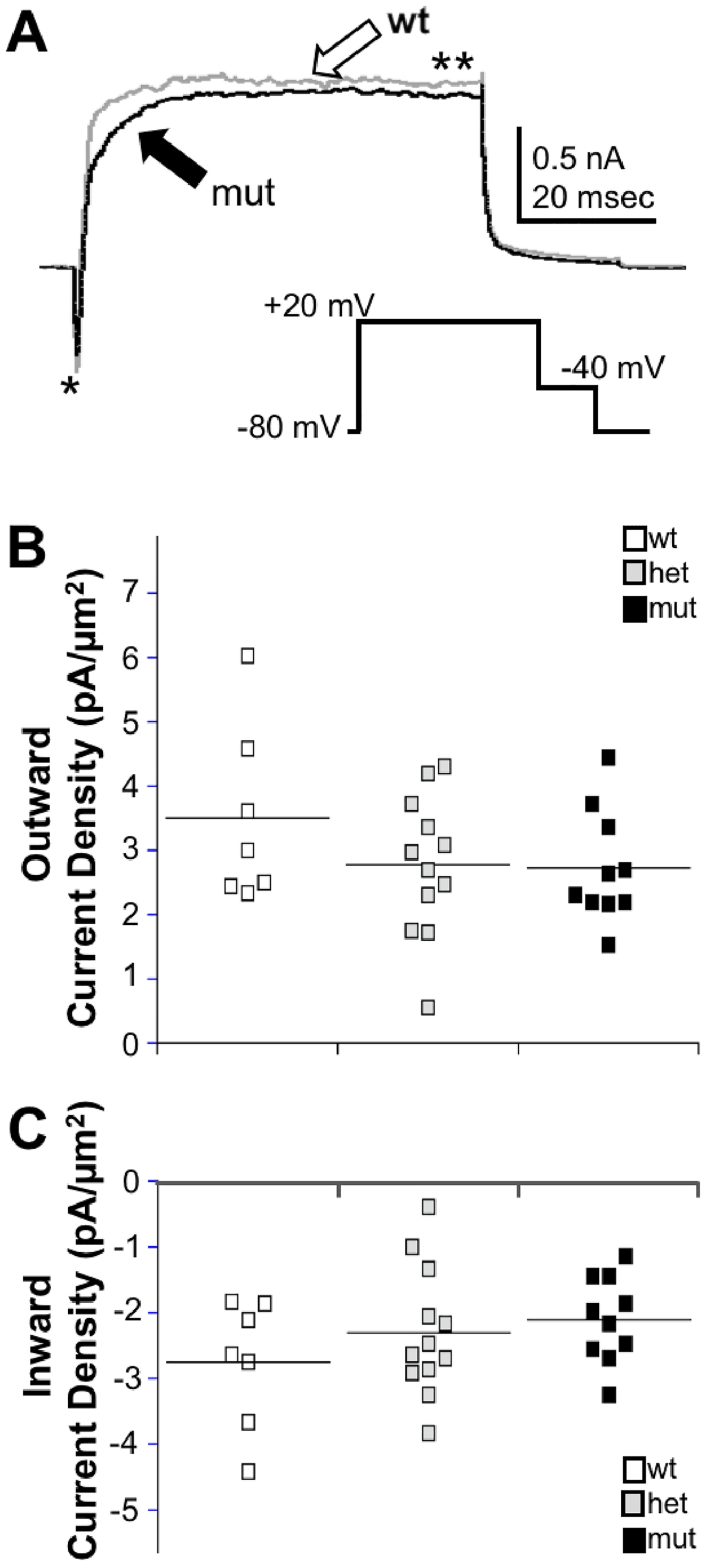
CaP current densities do not differ significantly in islet2a mutants compared to wild type or heterozygous embryos. (A) Recordings were obtained from CaPs in 24 hpf sibling (grey trace) and mutant (black trace) *islet2a* embryos. No obvious differences were noted in the amplitudes of peak inward (single asterisk) or outward (double asterisk) currents between conditions. The inset shows the voltage protocol used to elicit current. (B) The scatter plot presents the values of outward current densities for each CaP recorded from in wildtypes (wt; n = 7, 5 embryos), heterozygotes (het; n = 12, 9 embryos), and mutants (mut; n = 10, 6 embryos). The horizontal lines denote the mean value for each group (ANOVA; p values: ctl vs. het, 0.50, wt vs. mut, 0.49; het vs. mut, 1). (C) Similar to outward current densities, peak inward current densities did not differ significantly between CaPs recorded from in wildtype, heterozygous, and mutant embryos (ANOVA; p values: ctl vs. het, 0.83, wt vs. mut, 0.41; het vs. mut, 1).

Whole cell voltage clamp recordings were also obtained from *islet2a* morphant and control embryos. Similarly, no significant differences were noted between CaPs in morphant and control embryos for either inward or outward current densities (Fig 3).

**Fig 3:**
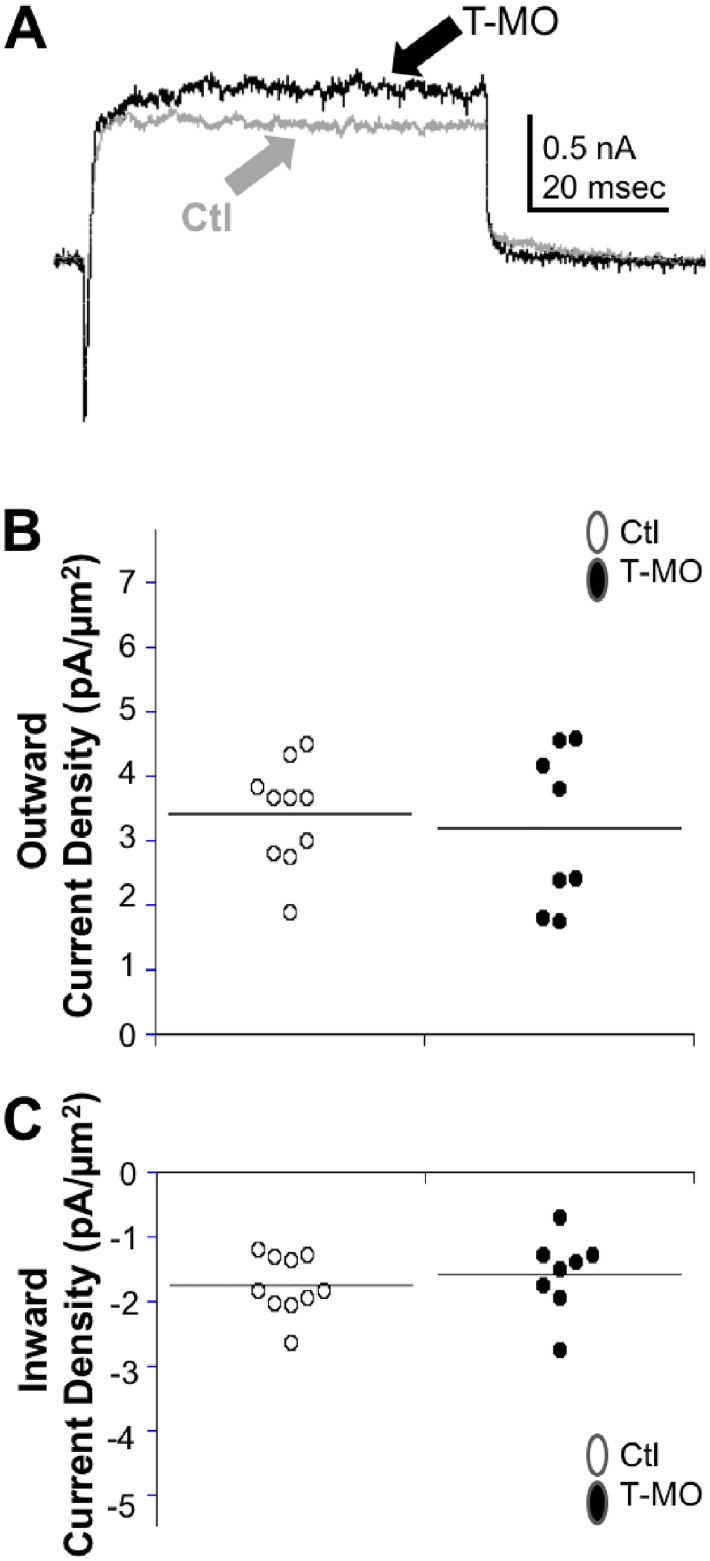
MOs targeting Islet2a function do not produce significant effects on CaP whole cell voltage-dependent currents. (A) Recordings were obtained from CaP neurons in 24 hpf uninjected control (grey trace) and morphant (black trace) *islet2a* embryos. No obvious differences were noted in the amplitudes of peak inward or outward currents. The voltage protocol is as in Fig 2A. (B) The individual values of outward current densities each CaP recorded from in controls (n = 10 cells, 6 embryos) and morphants (n = 8 cells, 8 embryos) are shown. The values for the two groups did not differ significantly (unpaired two-tailed Student t-test: p value, 0.65). (C) Similar to outward current densities, the densities of peak inward currents recorded from CaPs in the control and morphant embryos were not statistically different (unpaired two-tailed Student t-test: p value, 0.51).

Other spinal neurons, e.g., vSMN and RB, also express *islet2a* [8, 14, 31] (S2 Fig) leading us to test whether disruption of Islet2a altered electrical membrane properties of these cells. Similar to CaPs, vSMN inward and outward currents showed no obvious differences in recordings obtained from uninjected vs. morphant 48 hpf embryos (S2A and S2B Fig). We also recorded from RBs, given the widespread expression *islet2a* in this population [31]. However, we detected no significant differences in the densities of inward or outward current of RBs in uninjected vs. morphant embryos, at either 24 or 48 hpf (S2C and S2D Fig).

Overall, these findings do not support a unique role for Islet2a in specifying electrophysiological properties of vSMNs or RBs. However, *islet2a* is not expressed in all vSMNs (S2 Fig). In addition, RBs co-express several *islet* genes [14, 31] and Islet1 can substitute for Islet2a [15]. Thus, we cannot rule out the possibility that Islet2a normally plays a role in differentiation of RB’s electrical membrane properties but in its absence, other Islet proteins effectively compensate. In contrast, at 24 hpf, only *islet2a* is detected in CaPs, making the possibility of compensation by another normally co-expressed *islet* gene unlikely.

### Effects of MO knock-down vs. Talen mutagenesis of *islet2a* on CaP morphology

While performing the electrophysiological experiments, we observed that CaPs in morphants often had abnormal, truncated axons (Fig 4A and 4B), as reported previously when MOs or dominant-negative overexpression was used to perturb Islet2a function [15, 17]. In contrast, we did not observe truncated axons in live *islet2a* wildtype, heterozygous or mutant embryos (Fig 4C–4E). In mutants, CaP axons appeared normal on the basis of gfp expression in live *tg(mnx1*:*gfp)* 24 hpf embryos (Fig 4C–4E) or immunolabeling with axonal markers in fixed embryos non-transgenic (Fig 4F and 4G).

**Fig 4:**
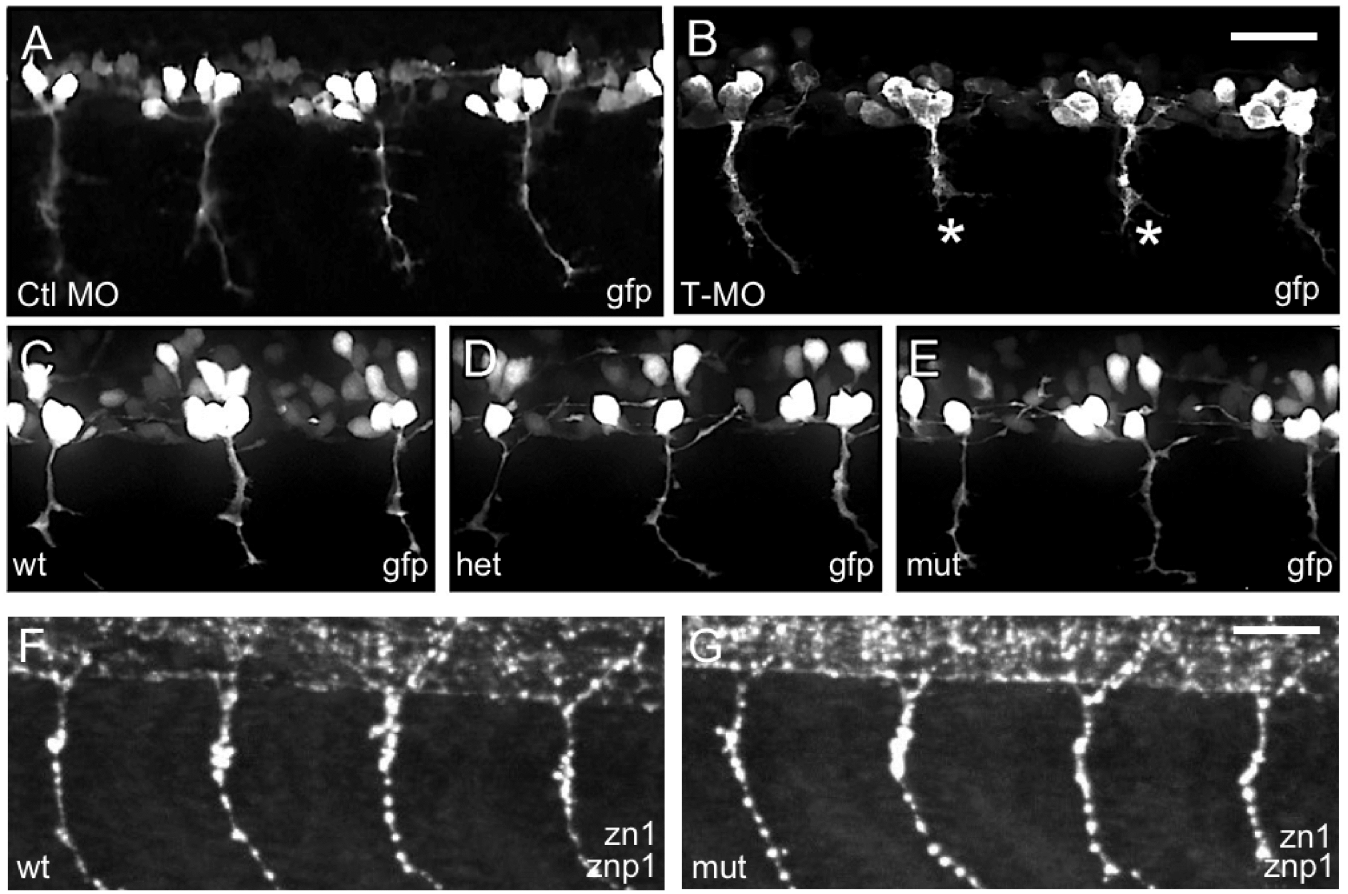
Islet2a morphant but not mutant embryos displayed altered CaP morphology. (A-E) In live *tg(mnx1*:*gfp)* 24 hpf embryos, CaP neurons expressed gfp in their somas and axons. (A, B) Injection of a T-MO (MO) led to truncation of ventrally projecting axons (asterisks, B) compared to control (Ctl, A), as previously reported [15, 17]. (C-E) In wildtype (wt, C), heterozygous (het, D) and mutant (mut, E) *islet2a* embryos, CaP neuron axon growth and trajectories appeared normal regardless of genotype. Sample size ranged from 8–30 per condition. Scale bar in E, for A-E: 50 μm. (F, G) In fixed non-transgenic 28 hpf embryos, zn1/znp1 immunoreactivity did not reveal any differences in CaP axon morphology between wildtype (F; n = 9) versus mutant (G; n = 9) embryos.

Islet2a morphants have also been previously observed to have a loss of dorsally-projecting SMNs (dSMNs) [15]. We examined dSMN axons in tg(islet1:gfp) 3 dpf larvae on the basis of gfp expression as well as zn8 (neurolin) immunoreactivity (Fig 5A–5C). As found previously, injection of the T-MO resulted in fewer dSMN axons in the periphery (Fig 5C vs. Fig 5A and 5B). In addition, the number of dSMN cell bodies was also reduced in morphant larvae (Fig 5D).

**Fig 5:**
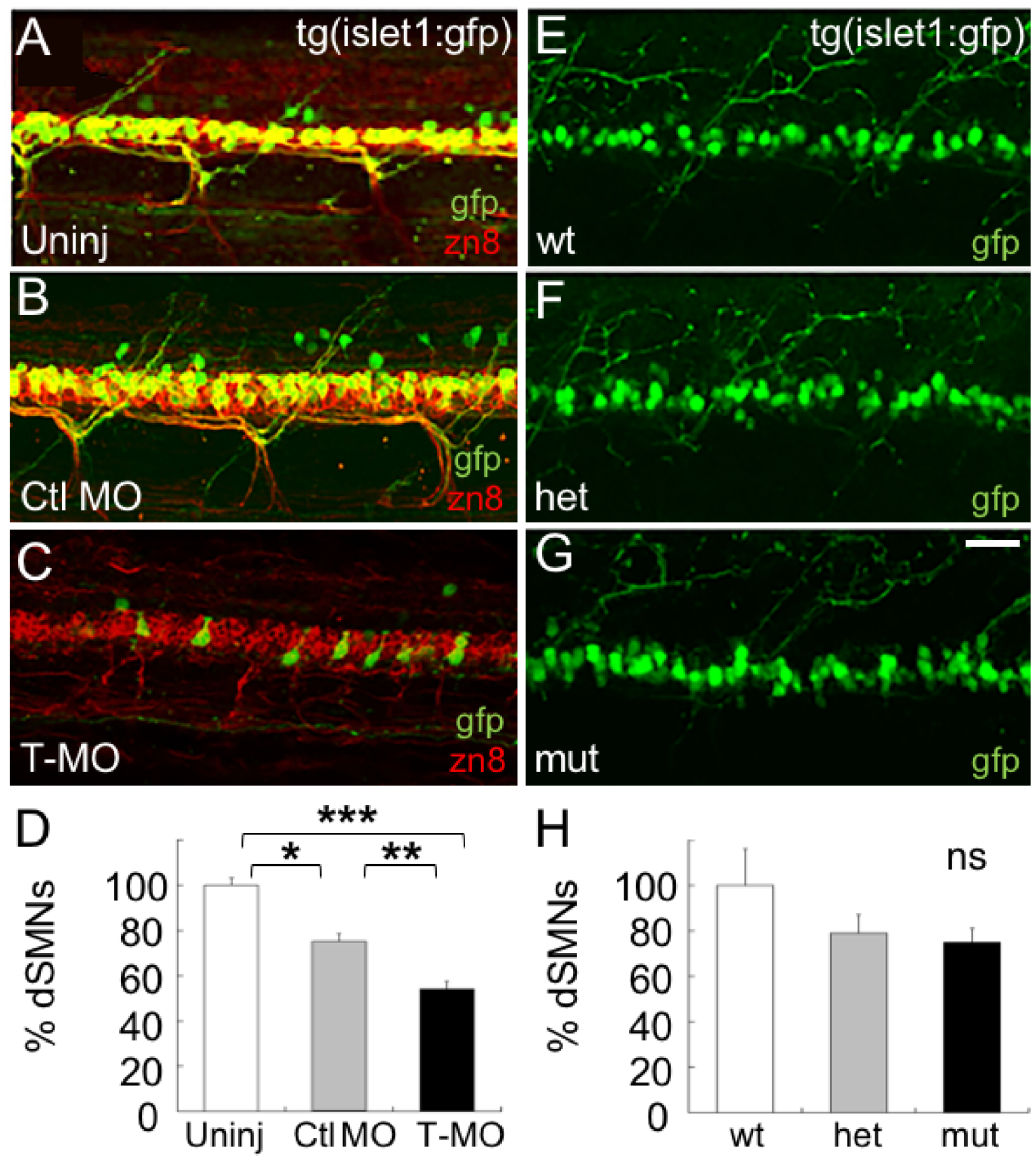
Islet2a morphant, but not mutant, larvae have a reduced number of dSMNs. (A-C) In 72 hpf tg(islet1:gfp) larvae, dSMNs expressed gfp in their somas and axons. In addition, the zn8 antibody recognized the neurolin protein (red), expressed on SMN somas and axons [38]. (A) In uninjected 72 hpf larvae, the majority of zn8^+^ neurons also expressed gfp. (B) Following injection of the control MO (Ctl MO), zn8^+^ (red) neurons continued to express gfp. In addition, dSMNs developed normally with respect to axon morphology (arrowhead), as assessed by zn8 immunolabeling (red). (C) Injection of the T-MO led to a decrease in the number of zn8^+^ neurons that coexpressed gfp. Scale bar in A, for A-C: 50 μm. (D) In tg(islet1:gfp) 72 hpf larvae, the numbers of gfp^+^ somas were reduced by injection of the Ctl MO (n = 17) and further reduced by injection of the T-MO (n = 20) compared to uninjected embryos (n = 10). ***, p<0.0001; **, p<0.0003; 8, p<0.0006; ANOVA with post-hoc Bonferroni. (E-G) In live 72 hpf tg(islet1:gfp) larvae, dSMNs appeared normal in number and morphology in homozygous mutant (mut; G) compared to heterozygous (het; F) and homozygous wildtype (wt; E) 72 hpf embryos. (H) Cell counts indicated that the number of dSMN somas was not reduced in mutant (n = 9) compared to wildtype (n = 5) or heterozygous (n = 8) *islet2a* 72 hpf embryos.

We then examined dSMN morphology in *islet2a* siblings and mutants. In contrast to morphants, we did not detect any dSMN phenotypes in *islet2a* siblings or mutants (Fig 5E–5H). In 72 hpf wildtype (Fig 5E), heterozygous (Fig 5F) and mutant (Fig 5G) tg(islet1:gfp) larvae, dSMNs appeared normal with respect to axonal morphology. Whereas heterozygotes and mutants showed a small reduction in the number of dSMN cell bodies, the difference was not statistically significant compared to control but statistically non-significant reduction in the number of dSMN cell bodies (Fig 5H). Overall, *islet2a* mutants had neither the CaP axon nor the dSMN phenotypes that were present upon injection of the T-MO (Figs 4 and 5).

### Comparison of gene expression in morphant and mutant embryos

The different motor neuron phenotypes of *islet2a* mutants vs. morphants raised questions about the extent to which mutants and morphants differed. Accordingly, we compared their transcriptomes using microarrays. 

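The arrays measured RNA from 10 samples of whole zebrafish embryos at 48 hpf, each sample taken from a pool of 30 to 60 embryos. Morphants were embryos injected with the translation-blocking morpholino T-MO (3 samples), and mutants carried a 13-nucleotide deletion in the coding sequence of *islet2a* (3 samples). The control group joined 2 samples of uninjected wildtype embryos and 2 samples of wildtype siblings of the mutants, and no sample came from embryos injected with the control morpholino (0 arrays). Each sample was hybridized to 1 GeneChip Zebrafish Gene 1.0 ST array from 100 ng of total RNA. The methods state that the authors obtained expression values by robust multi-array averaging (RMA) with the oligo package in R, which corrects for background, makes the distributions of the arrays equal and summarizes the probes of each probe set on a log2 scale. The submitters' processing notes name GCRMA, a related method, without a version. The deposited values covered 75212 probe sets and ran from 1.39 to 13 on the log2 scale, with medians per array of 4.9 to 5.0. Across probe sets, which are not independent replicates, Pearson's r was 0.983 to 0.992 between arrays of the same group (12 pairs) and 0.972 to 0.988 between arrays of different groups (33 pairs).

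From these values, limma (version 3.58.1) fitted the mean of each of the 3 groups with a variance shared by all 10 arrays, and p-values were adjusted by the Benjamini-Hochberg procedure over all 75212 probe sets. As in the paper, differential expression required an adjusted p below 0.05 and a change of at least 2-fold. In the array annotation, 20806 probe sets had 1 gene symbol, 855 had several and 53551 had none, and genes are named here only for probe sets with 1 symbol. The p-values measure only the spread between these pools of embryos, since the methods and labels do not say whether the pools of a group came from separate clutches. The small number of arrays limits the precision. In values simulated from the arrays, 100 probe sets were given a log2 change of 1.5, up or down, and another 100 a change of 2.5. Of the 100 changes of 1.5, limma recovered 89 for morphants against controls, 86 for morphants against mutants and 99 for mutants against controls. For a single gene, the smallest p that a two-sided exact permutation test can give is 0.0571 for 3 arrays against 4 and 0.1 for 3 against 3.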

For these analyses, we chose a single developmental stage, 48 hpf, that was intermediate between the two stages at which we observed differences in motor neuron morphologies between mutants and morphants.

Principal component analysis of gene expression in control, mutant and morphant transcriptomes segregated them into different quadrants (Fig 6A). This provided an initial indication that the gene expression profiles of mutant and morphant transcriptomes differed from each other.

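On the first principal component, which held 35.4% of the variance of the log2 signals, the 3 morphant arrays lay at 53.8 to 63.6, the 4 control arrays at -26.9 to 13.6 and the 3 mutant arrays at -56.7 to -41.3. The 3 groups did not overlap on this axis, and morphants and mutants lay on opposite sides of the controls. The second component held 12.9% of the variance and placed the controls at 0.76 to 52.6, the morphants at -26.9 to -3.31 and the mutants at -34.3 to -13.7. Morphants and mutants overlapped on the second component, and every control array lay above both. Within the control group, uninjected replicate 2 (42.2) and sibling replicate 2 (52.6) lay farther from the other groups on the second component than uninjected replicate 1 (12.5) and sibling replicate 1 (0.76). The 2 kinds of wildtype were not separated on this axis. On the first component they did not overlap, with the siblings at -26.9 and -11.8, on the side of the mutants, and the uninjected arrays at -2.68 and 13.6, on the side of the morphants. Component 3 held 10.5%. The analysis used all 75212 probe sets, centred and not scaled, and the components describe these arrays without a test.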

**Fig 6:**
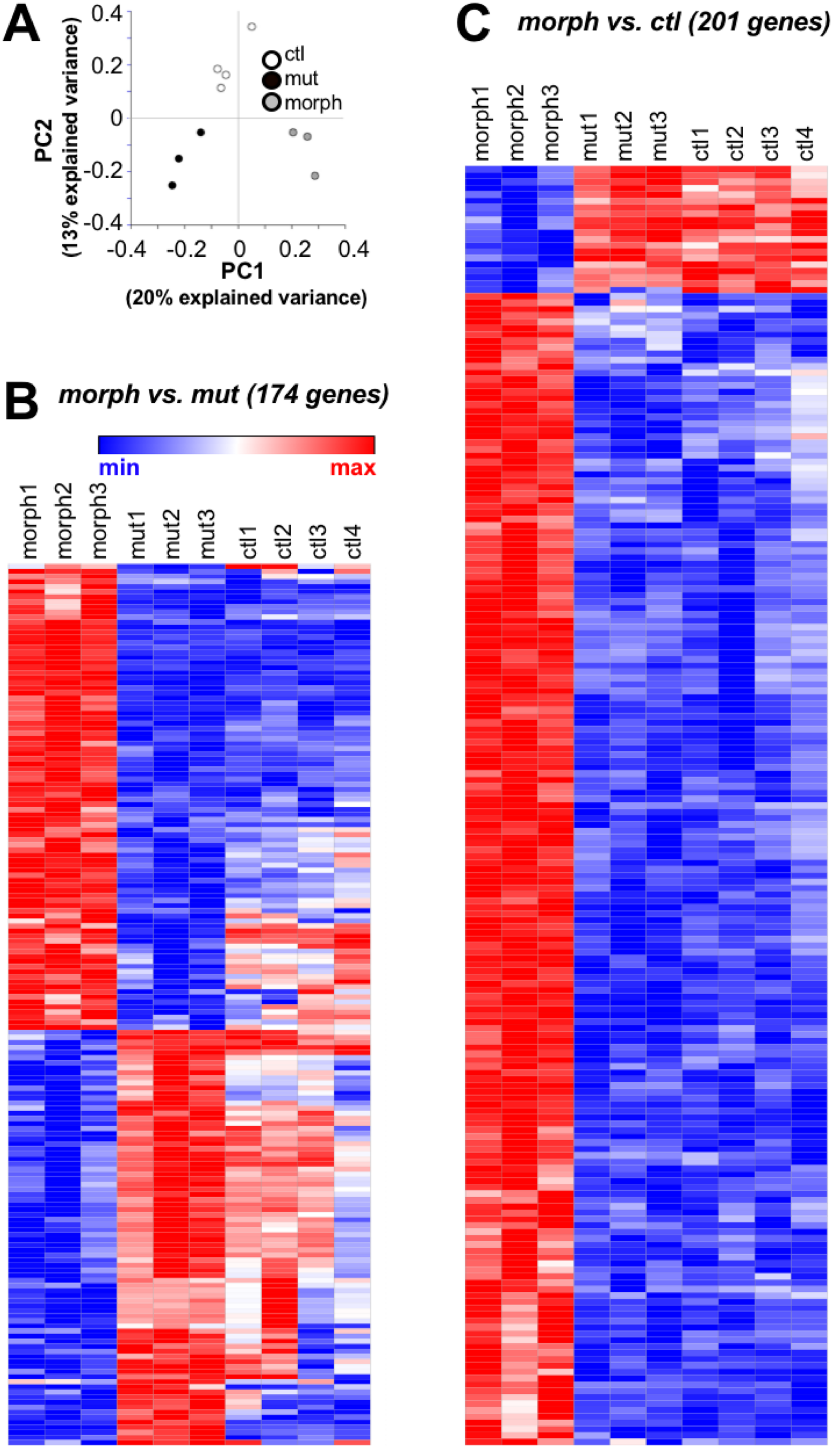
Microarray analysis revealed differential expression of gene in morphants compared to mutants or controls. (A) PCA analysis of gene expression profiles of 48 hpf control (ctl), mutant (mut) and morphant (morph) transcriptomes indicated that they sort into three different groups on the basis of the first two principal gene expression components (PC1, PC2). (B, C) Heat map plots of differentially expressed genes. Each row indicates one of the 174 genes. Expression is normalized by row: blue, red and white indicate minimum, maximum and midpoint expression levels, respectively. The data have been hierarchically clustered by rows (genes). (B) 174 genes were differentially expressed in mutant compared to morphant transcriptomes. The heat map also included control gene expression levels for purposes of comparison. Many of the 174 genes had expression altered in opposing directions in mutants and morphants compared to controls. (C) 201 genes were differentially expressed in morphants compared to controls. For purposes of comparison, the heat map also included mutant gene expression levels.

We identified 174 genes that were differentially expressed in morphants compared to mutants (Q<0.05; fold change <-2 or >2; S2 File). 

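The genes with the largest rises in morphants over mutants included *hspb9*, which encodes a small heat shock protein, with a log2 signal of 8.67 ± 1.102 (SD, n = 3) in morphants and 5.27 ± 0.24 (SD, n = 3) in mutants, a log2 fold change of 3.40 (standard error 0.44, adjusted p = 0.00136 from limma). Also higher in morphants were *si:ch73-56d11.5* (log2 fold change 4.30), *si:dkey-40h20.1* (4.23), *ankrd1a*, a stress-responsive gene of muscle (3.29), *lepa*, which encodes leptin (3.19), *ngfrb*, a receptor for neurotrophins (3.16), *si:ch211-57n23.4* (3.08), *LOC100537178* (2.94), *chrng*, a subunit of the embryonic acetylcholine receptor of muscle (2.92), and *si:dkey-204l11.1* (2.89). The adjusted p-values from limma of these 10 genes ran from 1.41e-06 to 0.0123. Among the named genes, *ggact.3* had the largest fall, with 3.13 ± 0.18 (SD, n = 3) in morphants and 6.18 ± 0.28 (SD, n = 3) in mutants, a log2 fold change of -3.05 (standard error 0.43, adjusted p = 0.00203 from limma). It was followed by *neu3.2*, a sialidase (-2.89), *LOC100329398* (-2.89), *pcdhb*, a protocadherin (-2.84), *crygm2d15*, a crystallin of the lens (-2.84), *zgc:112285* (-2.80), *lim2.5*, a membrane protein of lens fibres (-2.74), *si:ch211-155m12.1* (-2.65), *otx5*, a transcription factor of photoreceptors (-2.64), and *gnb3a*, a G protein subunit of the retina (-2.57), with adjusted p-values from limma of 0.000192 to 0.0184.

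In all, 1894 probe sets differed between morphants and mutants, 1230 higher and 664 lower in morphants. Of these, 615 had 1 gene symbol and named 595 genes, of which 366 were higher and 229 lower, and 1279 had no single symbol. Without the fold threshold, 10235 probe sets passed. With the 2-group tests of the paper's methods, 748 probe sets passed both thresholds. When limma tested only probe sets with 1 symbol, 637 passed. Of the 20 named genes, 2 lost their call when an array was left out, *si:ch211-155m12.1* without morphant replicate 1, morphant replicate 3 or mutant replicate 3 (adjusted p up to 0.0630 from limma) and *gnb3a* without mutant replicate 3 (adjusted p = 0.0500 from limma). A further setting, the 2-group tests of the paper's methods, ended the calls of 9 of the 20, among them *hspb9*, *ankrd1a*, *lepa* and *ngfrb*. For 9 of the 20, *ggact.3* among them, the lower of the 2 group means lay below the median of every array, so their folds and ranks rest on a dim signal. The filter on dim probe sets left out *si:ch73-56d11.5*, *lepa*, *chrng* and *ggact.3*.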

Including control values, a heat map revealed that these 174 genes were often regulated in opposing manners in morphants and mutants compared to controls (Fig 6B; S3 File). 

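Among the 20 named genes that differed most between morphants and mutants, the log2 fold changes against control had opposite signs in the 2 groups for 7 of the 10 that were higher in morphants and for 10 of the 10 that were lower. With each group compared with its own wildtype, uninjected for morphants and siblings for mutants, these numbers were 8 and 10. The genes were chosen by the difference between morphants and mutants, which favours opposite signs. The transcription factor *otx5* changed by -1.49 in morphants (adjusted p = 0.0199 from limma), with 1.15 in mutants (adjusted p = 0.146). *LOC100537178* was 2.51 higher in morphants (adjusted p = 0.000141 from limma), with -0.43 in mutants (adjusted p = 0.352). For *neu3.2* (-1.43 in morphants and 1.46 in mutants), *pcdhb* (-1.12 and 1.72), *gnb3a* (-0.52 and 2.05) and *si:ch211-57n23.4* (1.203 and -1.87), neither change against control passed the test, with adjusted p-values from limma of 0.0786 to 0.642. The 2 kinds of wildtype differed for *pcdhb* (mean log2 signal 5.74 in uninjected and 7.81 in sibling wildtype), and against their own wildtype morphants had -0.09 (adjusted p = 0.911 from limma) and mutants 0.68 (adjusted p = 0.422). They differed for *neu3.2* too (5.73 and 7.16), where the changes against own wildtype were -0.72 in morphants (adjusted p = 0.281 from limma) and 0.75 in mutants (adjusted p = 0.438). *hspb9*, *lepa* and *chrng* had positive log2 fold changes in both groups against the pooled controls.

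Of the 1894 probe sets that differed between morphants and mutants, 1686 (89.0%) had opposite signs against control, 1070 of them positive in morphants and negative in mutants and 616 the reverse. These signs count differences of any size. Of the 1894, 514 were also differentially expressed in morphants against control in the same direction, 102 in mutants against control, and 2 in both with opposite signs. The 2 were probe sets 13291364 (log2 fold change 1.08 in morphants and -2.53 in mutants) and 12950023 (1.16 and -1.28), which have no gene symbol and are named here because their values were seen. The 1894 probe sets were selected on the difference between morphants and mutants, which favours opposite signs. The controls shared by both groups favour equal signs. In 20 simulations of groups with no change, 83.5% (82.0% to 85.2%) of as many probe sets with the smallest p had opposite signs. Ranked in this way, without the fold threshold, the arrays gave 87.0%. The simulated probe sets varied independently, which those of the arrays do not. In a test chosen after the result was seen, 29 of 100 splits of the 10 real arrays, the real one included, gave a share as large among as many probe sets (87.0% in the real split, highest of the others 96.6%). When the simulated morphants kept their observed changes and the simulated mutants had none, the share was 65.6% (63.4% to 68.2%) among the calls of each simulation. Those calls were not limited to the 1894 of the arrays, so the 65.6% is no direct measure for the 89.0%. With morphants compared only with uninjected wildtype and mutants only with wildtype siblings, the observed share was 78.9% of the 1959 probe sets called in that fit. The simulations used pooled controls, so they give no share to set beside it.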

Compared to control, genes that were upregulated in the morphant (red) were often downregulated in the mutant transcriptomes (blue or less white) and *vice versa*.

Mutants did not have any genes that were differentially expressed compared to controls. In contrast, we identified 201 differentially expressed genes that were differentially expressed in morphants compared to control (Supplementary file S4 File). 

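*LOC100329398* had a log2 signal of 7.01 ± 0.27 (SD, n = 3) in mutants and 4.15 ± 0.39 (SD, n = 4) in controls, a log2 fold change of 2.86 (standard error 0.23, adjusted p = 0.000785 from limma). Also higher in mutants were *ggact.3* (2.59), *zgc:112285* (2.15), *crybgx*, a gene of the crystallin family (1.53), *si:rp71-36a1.3* (1.52), *LOC100330546* (1.42), the protocadherin *pcdh1g18* (1.34), *zgc:194221* (1.28), *grhl2b*, a grainyhead-like transcription factor of epithelia (1.098), and *znfl1g* (1.03). Among the named genes, the largest fall was in *ngfrb*, the neurotrophin receptor, from 7.39 ± 0.36 (SD, n = 4) in controls to 4.83 ± 0.98 (SD, n = 3) in mutants, a log2 fold change of -2.55 (standard error 0.37, adjusted p = 0.0265 from limma). Lower as well were the calpain gene *capn2l* (-2.02), the lysosomal sulfatase gene *galns* (-1.63), *myl9b*, a myosin light chain (-1.49), the carboxylesterase gene *ces3* (-1.30), *LOC793479* (-1.29), *zgc:194839* (-1.17), the chemokine receptor gene *cxcr4a* (-1.15), *cyp1b1*, a cytochrome P450 (-1.09), and *ctnnd1*, which encodes p120 catenin (-1.08). The adjusted p-values from limma of these 20 genes ran from 9.90e-05 to 0.0488.

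In all, 123 probe sets differed between mutants and controls, 61 higher and 62 lower. Only 23 of them had 1 gene symbol (10 genes higher, 13 lower), and 100 had no single symbol. Without the fold threshold 254 passed, and 10090 of the 75212 had an unadjusted p below 0.05. With the 2-group tests of the paper's methods, 11 probe sets passed both thresholds, and all 11 were among the 123. limma gave 68 when the morphant arrays were left out of the fit, 50 among probe sets with 1 symbol, and 272 when mutants were compared only with uninjected wildtype. Compared only with sibling wildtype, mutants had 111, of which 68 were among the 123. The count was 55 without mutant replicate 2, 75 without uninjected replicate 2, 77 without mutant replicate 3, 78 without uninjected replicate 1 and 213 without mutant replicate 1. *LOC100329398*, *zgc:194221*, *grhl2b* and *ctnnd1* kept their calls without each array. The other 16 named genes lost theirs without mutant replicate 2 (adjusted p up to 0.179 from limma), and 5 to 11 of the 20 did without each of the other 9 arrays. Calls were lost by 11 of the 20 against sibling wildtype alone, among them *ggact.3*, *ngfrb*, *capn2l* and *cxcr4a*, and by 5 against uninjected wildtype alone. With the 2-group tests of the paper's methods 17 of the 20 lost their call, *LOC100329398* among them, and with limma on 2 groups alone 12 did. For 8 of the 20, *LOC100329398*, *ggact.3* and *ngfrb* among them, the lower of the 2 group means lay below the median of every array, and the filter on dim probe sets left out *ggact.3*, *si:rp71-36a1.3*, *pcdh1g18* and *znfl1g*.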

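By camera with its preset correlation, the list of cell cycle genes shifted downward in mutants and in morphants, and with an estimated correlation it was called in neither (adjusted p = 0.610 and 0.766). All 26 measured members of a list of genes of proliferating cells had negative log2 fold changes against control (median -0.41), and 22 fell when adjusted over the list alone. Over all probe sets 0 passed limma's test, and 22 were lower at an unadjusted p below 0.05. Among them were the mitotic genes *birc5a* (-0.69, adjusted p = 0.0670 from limma), *plk1* (-0.53, adjusted p = 0.0894), *bub1* (-0.48, adjusted p = 0.103) and *ccnb1* (-0.50, adjusted p = 0.113). The camera test of limma, which asks whether a list shifts relative to all other genes at a preset correlation of 0.01 between genes, gave an adjusted p of 3.86e-14 for this list, and adjusted p = 0.610 with an estimated correlation. The mean of the list, each gene centred over the 10 arrays, was 0.022 in mutant replicate 1, -0.40 in mutant replicate 2 and -0.26 in mutant replicate 3, against 0.05 to 0.35 in controls. The difference between the changes of morphants and mutants, each against its own wildtype, was not called for this list (camera adjusted p = 0.800).

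Lists of the eye shifted upward. Of 31 lens genes, 26 had positive log2 fold changes. By limma 0 rose, 3 rose when adjusted over the list alone and 10 were higher at an unadjusted p below 0.05 (camera adjusted p = 0.000619; adjusted p = 0.610 with an estimated correlation). Of 31 photoreceptor genes, 25 were positive, among them *rcvrna* with 1.08 (adjusted p = 0.152 from limma). Of these, 0 rose, also adjusted over the list alone, and 9 were higher at an unadjusted p below 0.05 (camera adjusted p = 0.000617; adjusted p = 0.610 with an estimated correlation). For both lists mutant replicate 1 lay within the range of the controls. The centred means of lens genes were 0.11, 0.42 and 0.34 in mutant replicates 1, 2 and 3, -0.14 in uninjected replicate 2 and 0.12 to 0.16 in the other controls, and those of photoreceptor genes were 0.10, 0.35 and 0.34 against -0.13 to 0.13. Of 33 clock genes, 26 were positive, with *nfil3-6* at 0.90 (adjusted p = 0.118 from limma). By limma 0 rose, 2 rose when adjusted over the list alone and 7 were higher at an unadjusted p below 0.05 (camera adjusted p = 0.000425; adjusted p = 0.610 with an estimated correlation). Mutant replicate 1 lay within the range of the controls here too, with centred means of 0.14, 0.29 and 0.23 in mutants, 0.16 and 0.18 in the controls with replicate number 1 and -0.15 and -0.37 in those with number 2. The 4 islet genes also shifted upward, with *isl2a* the 1 member that rose, also adjusted over the list alone (camera adjusted p = 0.0284; adjusted p = 0.610 with an estimated correlation). This call was lost without uninjected replicate 2 (adjusted p = 0.103 from camera) or mutant replicate 2 (adjusted p = 0.0654), and against sibling wildtype alone (adjusted p = 0.0910).

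Of 17 genes of the endocrine pancreas, 14 were positive, with somatostatin *sst1.1* at 0.56 (adjusted p = 0.0667 from limma). By limma 0 rose, 1 rose when adjusted over the list alone and 3 were higher at an unadjusted p below 0.05 (camera adjusted p = 0.0284; adjusted p = 0.591 with an estimated correlation). This call was lost without uninjected replicate 1 (adjusted p = 0.0569 from camera), sibling replicate 1 (adjusted p = 0.0501) or mutant replicate 1 (adjusted p = 0.108). Of 19 voltage-gated channel genes, 14 were positive and 0 rose by limma, also adjusted over the list alone, with 5 higher at an unadjusted p below 0.05 (camera adjusted p = 0.0454; adjusted p = 0.610 with an estimated correlation). The list lost its call without uninjected replicate 1 (adjusted p = 0.0582 from camera) or 2 (0.0776), sibling replicate 1 (0.0712) or 2 (0.0597), or mutant replicate 2 (0.204), and against sibling wildtype alone (0.0826). Of 17 heart genes, 13 were negative and 0 fell by limma, also adjusted over the list alone, with 5 lower at an unadjusted p below 0.05 (camera adjusted p = 0.0284; adjusted p = 0.610 with an estimated correlation). Without uninjected replicate 2 (adjusted p = 0.103 from camera) or sibling replicate 2 (adjusted p = 0.12), the heart list was not called. Of 24 blood vessel genes, 18 were negative and 0 fell by limma, also adjusted over the list alone, with 3 lower at an unadjusted p below 0.05 (camera adjusted p = 0.0284; adjusted p = 0.610 with an estimated correlation). Without sibling replicate 2 (adjusted p = 0.0736 from camera) or mutant replicate 1 (adjusted p = 0.113), the vessel list was not called.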

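In morphants, *hspb9* rose from a log2 signal of 4.78 ± 0.30 (SD, n = 4) in controls by a log2 fold change of 3.90 (standard error 0.41, adjusted p = 0.000814 from limma). The other large rises were in *si:dkey-40h20.1* (3.88), *si:ch73-56d11.5* (3.85), *lepa* (3.28), *ankrd1a* (3.13), *chrng* (3.04), *rhcga*, an ammonia transporter of the Rh family (2.95), *si:dkey-204l11.1* (2.89), *pth1a*, which encodes parathyroid hormone (2.81), and *atf5b*, a transcription factor of the ATF family (2.79), with adjusted p-values from limma of 7.30e-07 to 0.0156. Among the named genes, the largest fall was in the apolipoprotein gene *apoa4b.2*, from 8.50 ± 0.45 (SD, n = 4) in controls to 6.55 ± 0.67 (SD, n = 3) in morphants, a log2 fold change of -1.95 (standard error 0.30, adjusted p = 0.00605 from limma). Genes of the eye followed, with the lens genes *crygm2d15* (-1.79) and *lim2.5* (-1.66), *pde6gb*, a subunit of the photoreceptor phosphodiesterase (-1.71), and *crx*, a transcription factor of photoreceptors (-1.54). *a2m2h* (-1.73), the muscle AMP deaminase gene *ampd1* (-1.56), *slc22a6l*, an organic anion transporter (-1.56), *ly6pge* (-1.54) and *si:ch211-209j10.6* (-1.53) were lower as well, and the adjusted p-values from limma of the 10 genes that fell ran from 0.00132 to 0.0358.

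In all, 615 probe sets differed between morphants and controls, 504 higher and 111 lower in morphants. Of these, 242 had 1 gene symbol and named 232 genes, 184 higher and 48 lower, and 373 had no single symbol. Without the fold threshold, 3886 passed. With the 2-group tests of the paper's methods, 243 probe sets passed both thresholds, 231 of them higher in morphants. When limma tested only probe sets with 1 symbol, 265 passed. With uninjected wildtype alone as control 423 passed, of which 350 were among the 615, and with sibling wildtype alone 1015 passed. Of the 20 named genes, 15 lost their call with the 2-group tests of the paper's methods, all 10 that fell and *hspb9*, *lepa*, *ankrd1a*, *rhcga* and *pth1a*. Against uninjected wildtype alone 7 did, *lepa*, *crygm2d15*, *a2m2h*, *slc22a6l*, *ly6pge*, *crx* and *si:ch211-209j10.6*. For 8 of the 10 genes that rose, *hspb9* among them, the mean of the controls lay below the median of every array, and the filter on dim probe sets left out *si:ch73-56d11.5*, *lepa*, *chrng* and *pth1a*. Of the 20, 14 kept their calls without each array. *lepa* lost its call without morphant replicate 1 (adjusted p = 0.0609 from limma), and *crygm2d15* (adjusted p up to 0.0736) and *a2m2h* (up to 0.0671) without morphant replicate 1 or 2. *si:ch211-209j10.6* lost its call without any single morphant array or sibling replicate 1 (adjusted p up to 0.102 from limma). *ly6pge* (adjusted p up to 0.128 from limma) and *crx* (up to 0.140) did so without uninjected replicate 1, morphant replicate 1 or 2, either sibling array or mutant replicate 3.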

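Each of the 10 genes with the largest fall in morphants against control had a positive log2 fold change in mutants, from 1.09 for the lens gene *lim2.5*, 1.05 for the crystallin *crygm2d15* and 0.91 for the photoreceptor factor *crx* to 0.03 for the transporter *slc22a6l*. None of these 10 changes in mutants passed the test (adjusted p from limma 0.119 to 0.9745). The signs depend on the pooled controls. Against sibling wildtype alone 6 of the 10 were positive in mutants and 4 were negative and near 0, *slc22a6l* (-0.12), *a2m2h* (-0.05), *si:ch211-209j10.6* (-0.02) and *apoa4b.2* (-0.0074). Of the 10 genes with the largest rise in morphants, 4 had a negative log2 fold change in mutants, *si:ch73-56d11.5* (-0.46), *si:dkey-40h20.1* (-0.35), *ankrd1a* (-0.16) and *si:dkey-204l11.1* (-0.0041), and 6 a positive one, with *hspb9* (0.50) the largest. None of these 10 passed the test in mutants either (adjusted p from limma 0.408 to 0.992), and against sibling wildtype alone 6 were negative, *chrng* (-0.05) and *atf5b* (-0.03) besides these 4.

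Of the 615 probe sets that differed between morphants and controls, 369 (60%) had the opposite sign in mutants. The 2 comparisons share their controls, which favours equal signs. In simulations with no change in either group, 12.5% (9.59% to 14.6%) of as many probe sets with the smallest p were opposite. With the observed changes in simulated morphants and none in simulated mutants, 36.8% (34.5% to 39.3%) were opposite among the calls of each simulation. Those calls were not limited to the 615 of the arrays, so the 36.8% is no direct measure for the 60%. The simulated probe sets varied independently, which those of the arrays do not. In a test chosen after the result was seen, 1 of 100 splits of the 10 real arrays, the real one, gave a share as large among the 615 probe sets with the smallest p (60.2%, highest of the others 50.7%). These splits shuffle all 10 arrays, so they cannot decide whether unchanged mutants would give this share. Across all probe sets, which are not independent replicates, the correlation between the log2 fold changes of morphants and mutants against control was -0.0523, where the simulations with no change gave 0.427 (0.416 to 0.438). The covariance was -0.00413, against a simulated 0.0118. With separate controls, uninjected wildtype for morphants and siblings for mutants, the correlation was -0.116 and the covariance -0.00982. The pooled correlation changed sign without uninjected replicate 1 (0.0345), uninjected replicate 2 (0.0141) or sibling replicate 1 (0.0445), and was -0.0180 without sibling replicate 2, -0.0262 without mutant replicate 3 and -0.0777 without mutant replicate 1.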

The heat map of expression levels of the 201 genes shows that gene expression in morphants and mutants, compared to controls, was often regulated opposing directions (Fig 6C; S5 File). There). Overall, there were 64 genes that were differentially expressed in morphants compared to both mutants and controls (S6 File). These comparisons further support the conclusion that morphant and mutant transcriptomes differed from each other.

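All of the 10 genes with the largest rise and the 10 with the largest fall in morphants against control also differed between morphants and mutants, in the same direction. Against mutants, morphants had log2 fold changes of 2.77 for *rhcga*, 2.77 for *atf5b* and 2.55 for *pth1a*, and of -2.44 for *crx*, -2.32 for *ly6pge*, -2.29 for *apoa4b.2*, -2.04 for *ampd1*, -2.002 for *a2m2h*, -1.98 for *si:ch211-209j10.6*, -1.93 for *pde6gb* and -1.59 for *slc22a6l*, with adjusted p-values from limma of 2.11e-05 to 0.00687. In all, 514 probe sets differed in morphants from both mutants and controls in the same direction, 432 higher and 82 lower, and those with 1 symbol named 198 genes. Independent lists of these sizes would share 8.24 higher and 0.98 lower probe sets by chance. The comparisons share the morphant arrays, and with no change in any group the simulations shared 200.6 (183 to 226) among as many probe sets with the smallest p. With the observed changes in morphants and none in mutants, they shared 1057 (1032 to 1093) among the calls of each simulation. Those calls were not limited to the numbers found on the arrays, where 615 probe sets differed between morphants and controls. The 1057 is therefore no measure of how large the 514 should be. The overlap was 178 with the 2-group tests of the paper's methods, 342 when morphants were compared with uninjected wildtype alone and 224 among probe sets with 1 symbol. The paper states that its principal components were an initial sign, and its comparisons of genes further grounds, that the transcriptomes of morphants and mutants differed.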

Neither pathway analysis (IPA^®^) nor the identities of differentially expressed genes in morphants compared to mutants, controls or both provided any strong insights into potential mechanisms underlying the different motor neuron morphologies of mutants vs. morphants. For example, neither *nrp1a* nor *plexinA3* were identified as differentially expressed genes, even though they have been implicated in regulation of CaP axon morphology [39] [40]. 

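Targets of p53, which arrest the cell cycle or promote apoptosis after DNA damage, rose together in morphants. Of 24 measured targets, 14 rose and 2 fell against control (17 rose and 2 fell when adjusted over the list alone), with a median log2 fold change of 0.62. Here a gene rose or fell when its adjusted p from limma was below 0.05, whatever its fold. *rps27l* rose by 2.45 (adjusted p = 8.16e-06 from limma), the cell cycle inhibitor *cdkn1a* by 2.05 (adjusted p = 1.07e-05), the p53 ubiquitin ligase *mdm2* by 1.66 (adjusted p = 0.000495) and *ccng1* by 0.89 (adjusted p = 0.000281). camera gave an adjusted p of 1.65e-08 over 26 lists in 3 comparisons, and adjusted p = 0.0185 with an estimated correlation. Genes of the unfolded protein and heat shock responses also rose, 8 of 22, while 2 fell (9 and 4 when adjusted over the list alone), with the stress transcription factors *ddit3* (1.95), *atf3* (1.29), *atf4a* (1.18) and *atf4b* (1.099) among them (camera adjusted p = 0.0390; adjusted p = 0.610 with an estimated correlation). This call was lost without uninjected replicate 1 (adjusted p = 0.107 from camera) or morphant replicate 3 (adjusted p = 0.0931).

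The lists of lens, liver and photoreceptor genes shifted downward. Of 31 lens genes, 7 fell and 0 rose (13 fell when adjusted over the list alone), with *cryaa* at -1.48, the water channel *mipb* at -1.36, *crygm2d12* at -0.77 and *crygm2d5* at -0.66 (camera adjusted p = 6.07e-07; adjusted p = 0.610 with an estimated correlation). Of 30 genes of the liver and yolk syncytial layer, 6 fell and 0 rose (7 fell when adjusted over the list alone), with the apolipoproteins *apoa4a* at -1.50 and *apoea* at -1.45 and coagulation factor *f7* at -0.93 (camera adjusted p = 0.000810; adjusted p = 0.610 with an estimated correlation). Of 31 photoreceptor genes, 3 fell and 0 rose, the same number adjusted over the list alone, with the nuclear receptor *nr2e3* at -1.30 (camera adjusted p = 0.0211; adjusted p = 0.610 with an estimated correlation). The photoreceptor call was lost without uninjected replicate 1 (adjusted p = 0.0569 from camera) or sibling replicate 2 (adjusted p = 0.0691). The cell cycle list shifted down with a median of -0.23 (camera adjusted p = 0.000986; adjusted p = 0.766 with an estimated correlation), although only *cdk1* fell (-0.51) and *ccnd1*, a cyclin of the G1 phase, rose (0.51), and 4 fell and 1 rose when adjusted over the list alone. Of 19 voltage-gated channel genes, only the sodium channel gene *scn4aa* fell (-0.46), also adjusted over the list alone (camera adjusted p = 0.0284; adjusted p = 0.610 with an estimated correlation), a call lost without morphant replicate 1 (adjusted p = 0.0539 from camera). Interferon and innate immune genes did not shift as a list (camera adjusted p = 0.196), although 4 of 38 rose and 0 fell, also adjusted over the list alone, *irf7* by 2.07, *cxcl18b* by 1.25, *irf9* by 0.89 and *isg15* by 0.70. Of 19 genes of nonsense-mediated decay, 3 rose and 0 fell (5 and 1 when adjusted over the list alone), *smg1* by 0.60, *etf1b* by 0.44 and *upf1* by 0.43 (camera adjusted p = 0.0842).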

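Between morphants and mutants, the list of p53 targets stood out, with 16 of 24 higher and 2 lower in morphants (17 and 2 when adjusted over the list alone) and a median log2 fold change of 0.74 (camera adjusted p = 5.75e-07; adjusted p = 0.0191 with an estimated correlation). *rps27l* was higher by 2.49, *cdkn1a* by 1.91 and *mdm2* by 1.76. Of the 22 stress response genes, 10 were higher and 2 lower (11 and 2 when adjusted over the list alone), *ddit3* by 2.03 and *atf3* by 1.303 (camera adjusted p = 0.00765; adjusted p = 0.610 with an estimated correlation). Of 31 lens genes, 15 were lower in morphants and 0 higher (23 lower when adjusted over the list alone), with *cryaa* at -2.31 and the lens fibre gene *bfsp2* at -1.58 (camera adjusted p = 2.61e-08; adjusted p = 0.610 with an estimated correlation). Of 31 photoreceptor genes, 10 were lower and 0 higher, the same number adjusted over the list alone, with the calcium sensor *rcvrna* at -1.80 and *nr2e3* at -1.60 (camera adjusted p = 0.000373; adjusted p = 0.610 with an estimated correlation). Of 33 clock genes, 6 were lower and 1 higher (12 and 2 when adjusted over the list alone), with *nfil3-6* at -1.23, *cry1b* at -0.67 and the melatonin enzyme *aanat2* at -0.54 (camera adjusted p = 0.00319; adjusted p = 0.610 with an estimated correlation). Of 19 voltage-gated channel genes, 3 were lower and 0 higher (9 lower when adjusted over the list alone), among them the sodium channel *scn8aa* at -0.66 and the calcium channel *cacna1aa* at -0.50 (camera adjusted p = 0.00329; adjusted p = 0.610 with an estimated correlation).

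The remaining calls were nearer the threshold. Of 30 liver and yolk syncytial genes, 8 were lower and 3 higher (10 and 3 when adjusted over the list alone), with *apoea* at -1.52 and *apoa4a* at -1.38, and the lipid transfer protein gene *mttp* at 0.84 (camera adjusted p = 0.0390; adjusted p = 0.610 with an estimated correlation), a call lost without morphant replicate 2 (adjusted p = 0.0697 from camera) or mutant replicate 1 (adjusted p = 0.0824). Of 21 pigment cell genes, 6 were lower and 0 higher, the same number adjusted over the list alone, with the endothelin receptor *ednrba* at -1.09 and *xdh* at -0.73 (camera adjusted p = 0.0442; adjusted p = 0.610 with an estimated correlation), a call lost without morphant replicate 2 (adjusted p = 0.0773 from camera), sibling replicate 2 (adjusted p = 0.0566) or mutant replicate 2 (adjusted p = 0.0654). Of 17 heart genes, 5 were higher and 0 lower (9 higher when adjusted over the list alone), with the contractile genes *cmlc1* at 0.83, *tnnt2a* at 0.80 and *myl7* at 0.68 (camera adjusted p = 0.0483; adjusted p = 0.654 with an estimated correlation), a call lost without uninjected replicate 1 (adjusted p = 0.0569 from camera), sibling replicate 2 (adjusted p = 0.0603), mutant replicate 1 (adjusted p = 0.0629) or mutant replicate 3 (adjusted p = 0.0567), and with the 2 kinds of wildtype kept apart in the fit (adjusted p = 0.0635). Of 12 hatching gland genes, 5 were higher and 0 lower, the same number adjusted over the list alone, with the hatching enzymes *he1.2* at 1.502 and *he1.1* at 1.18 and *ctslb* at 1.29 (camera adjusted p = 0.0758), and the list was called without morphant replicate 3 (adjusted p = 0.0487). Of 26 cell cycle genes, 4 were higher and 0 lower (5 higher when adjusted over the list alone), with *ccnd1* at 0.88 and *aurka* at 0.53 (camera adjusted p = 0.0934), and the list was called without mutant replicate 1 (adjusted p = 0.00109). The interferon list was not called (camera adjusted p = 0.704).

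**Figure D1:**
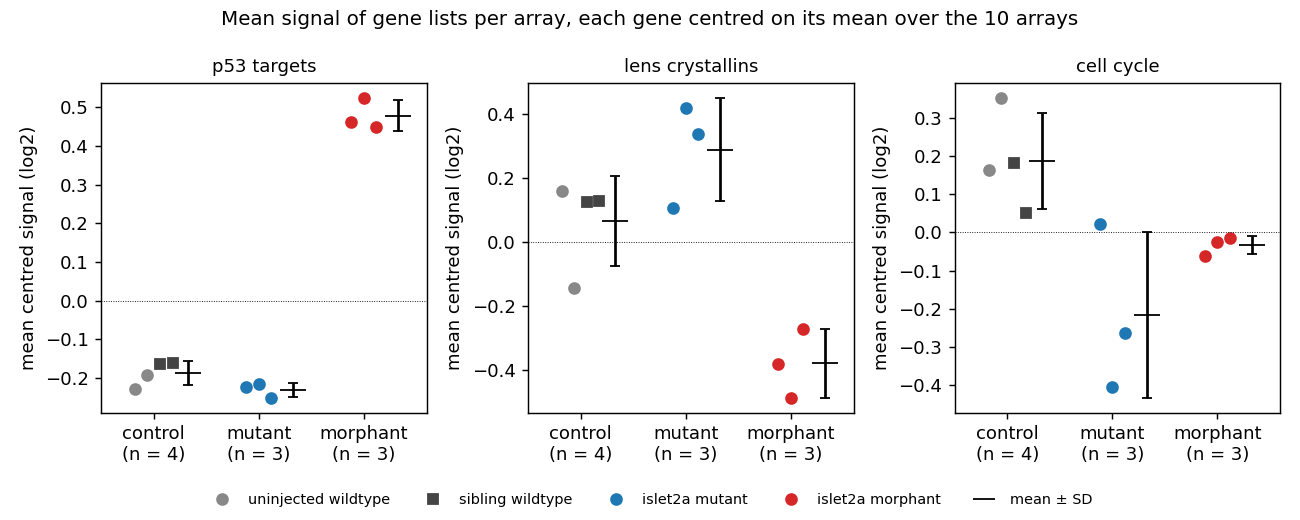
Mean log2 signal of the p53 target, lens and cell cycle lists on each array, each gene centred on its mean over the 10 arrays, with each point an array and each bar the mean ± SD of a group. The 3 morphant arrays lie above all other arrays for p53 targets and below all others for lens genes, and 2 of the 3 mutant arrays lie below all others for cell cycle genes.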

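*nrp1a*, which encodes a neuropilin receptor for semaphorins, had a log2 signal of 8.85 ± 0.07 (SD, n = 3) in morphants, 8.87 ± 0.12 (SD, n = 4) in controls and 9.06 ± 0.13 (SD, n = 3) in mutants. Its log2 fold change was -0.02 in morphants against controls (standard error 0.10, adjusted p = 0.952 from limma), -0.22 in morphants against mutants (standard error 0.10, adjusted p = 0.204) and 0.20 in mutants against controls (standard error 0.10, adjusted p = 0.410). *plxna3* (plexinA3), which encodes a receptor that acts with neuropilins, had 8.00 ± 0.10 (SD, n = 3) in morphants, 8.21 ± 0.17 (SD, n = 4) in controls and 8.38 ± 0.12 (SD, n = 3) in mutants. It differed by -0.21 between morphants and controls (standard error 0.11, adjusted p = 0.354 from limma), -0.38 between morphants and mutants (standard error 0.12, adjusted p = 0.0618) and 0.17 between mutants and controls (standard error 0.11, adjusted p = 0.563). In two-sided exact permutation tests, p was 0.857, 0.2 and 0.171 for *nrp1a* and 0.114, 0.1 and 0.171 for *plxna3* in the same order. The *plxna3* difference between morphants and mutants fell below 0.05 without uninjected replicate 2 (adjusted p = 0.0488 from limma) or sibling replicate 1 (adjusted p = 0.0404), at an unchanged log2 fold change. The sign of the *nrp1a* change between morphants and controls turned when morphants were compared with uninjected wildtype alone (0.08, adjusted p = 0.780 from limma).

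Other axon guidance genes did change. Of 30 measured, 4 rose and 3 fell in morphants against controls, the same numbers adjusted over the list alone, *musk*, a muscle kinase of the neuromuscular synapse, by 1.09, the netrin gene *ntn1a* by 0.94, *sema3d* by -0.62 and *slit1a* by -0.61, and the list as a whole did not shift (camera adjusted p = 0.800). Against mutants, 4 rose and 5 fell in morphants (5 and 7 when adjusted over the list alone), with *musk* at 1.35, *ntn1a* at 1.09, *sema3d* at -0.83 and *robo2* at -0.78 (camera adjusted p = 0.196). Of 23 motor neuron and neuron markers, 0 changed in morphants against controls by limma's test, also adjusted over the list alone (camera adjusted p = 0.227). At an unadjusted p below 0.05, 3 were lower and 2 higher, with *syt2a* at -0.45 (adjusted p = 0.0572 from limma). Against mutants, 5 fell and 2 rose in morphants, the same numbers adjusted over the list alone, with the synaptic gene *syt2a* at -1.03, *elavl4* at -0.82, *cntn2* at -0.68 and *neurog1* at 0.89 (camera adjusted p = 0.0980).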

To confirm the microarray results, we carried out focused analysis using qPCR and found that neither *nrp1a* nor *plexinA3* showed any differences in expression levels between wildtype, mutant and morphants embryos (S4 Fig).

One gene that was differentially expressed between morphants and controls was *islet2a* (ENSDART0000012862). Interestingly, *islet2a* levels were upregulated in morphants. This led us to question whether other *islet* genes had different expression levels in morphants and/or mutants compared to controls. 

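The *islet2a* probe set (13162908) had a log2 signal of 9.89 ± 0.09 (SD, n = 3; 9.79 to 9.96) in morphants, 9.07 ± 0.10 (SD, n = 3; 8.95 to 9.13) in mutants and 8.57 ± 0.04 (SD, n = 4; 8.51 to 8.61) in controls, and the 3 groups did not overlap. Against controls, morphants had a log2 fold change of 1.32 (standard error 0.08, adjusted p = 5.18e-05 from limma), which is 2.49-fold. Against mutants, morphants were higher by 0.82 (standard error 0.09, adjusted p = 0.000601 from limma). Mutants were higher than controls by 0.50 (standard error 0.08, adjusted p = 0.0474 from limma), a change below 2-fold. Every morphant array was above every control and every mutant array, and every mutant array above every control, which in two-sided exact permutation tests gives the smallest p that each comparison allows. The annotation does not place the probe set relative to the 13-nucleotide deletion, so its level in mutants does not check their label. The mutant difference no longer had an adjusted p below 0.05 without any single array except mutant replicate 1 (adjusted p = 0.0392 from limma), with adjusted p of 0.0899 and 0.107 without uninjected replicates 1 and 2, 0.0776 and 0.0709 without sibling replicates 1 and 2, 0.0711, 0.0598 and 0.0799 without morphant replicates 1, 2 and 3, and 0.176 and 0.155 without mutant replicates 2 and 3. With the 2-group tests of the paper's methods its adjusted p was 0.257.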

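On the arrays, *islet1* (annotated as isl1a), a LIM homeodomain gene of motor neurons, had a log2 signal of 8.73 ± 0.18 (SD, n = 3) in morphants, 9.26 ± 0.16 (SD, n = 4) in controls and 9.52 ± 0.23 (SD, n = 3) in mutants. It was lower in morphants than in mutants by a log2 fold change of -0.79 (standard error 0.14, adjusted p = 0.00666 from limma), a change below 2-fold. Its difference between morphants and controls was -0.54 (standard error 0.14, adjusted p = 0.0507 from limma) and between mutants and controls 0.26 (standard error 0.14, adjusted p = 0.452). *islet2b* had 6.53 ± 0.14 (SD, n = 3) in morphants, 6.96 ± 0.18 (SD, n = 4) in controls and 7.23 ± 0.33 (SD, n = 3) in mutants. It was lower in morphants than in mutants by -0.69 (standard error 0.17, adjusted p = 0.0240 from limma), and differed by -0.42 between morphants and controls (standard error 0.16, adjusted p = 0.178) and 0.27 between mutants and controls (standard error 0.16, adjusted p = 0.513). *isl1l* (annotated as isl1b) had 4.72 ± 0.17 (SD, n = 3) in morphants, 4.64 ± 0.25 (SD, n = 4) in controls and 4.71 ± 0.08 (SD, n = 3) in mutants, and none of its 3 comparisons passed the test (adjusted p from limma 0.828 to 0.967). In two-sided exact permutation tests, both *islet1* and *islet2b* gave 0.0571 for morphants against controls, 0.1 for morphants against mutants and 0.229 for mutants against controls. The *islet1* difference between morphants and controls fell below 0.05 without uninjected replicate 2 (adjusted p = 0.0349 from limma), morphant replicate 3 (0.0484) or mutant replicate 1 (0.0365). The *islet2b* difference between morphants and mutants, a change below 2-fold, rose above 0.05 without morphant replicate 1 (adjusted p = 0.0874 from limma), morphant replicate 2 (0.0537), mutant replicate 2 (0.0905) or mutant replicate 3 (0.0858). The RNA samples used for qPCR were not analysed here.

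**Figure D2:**
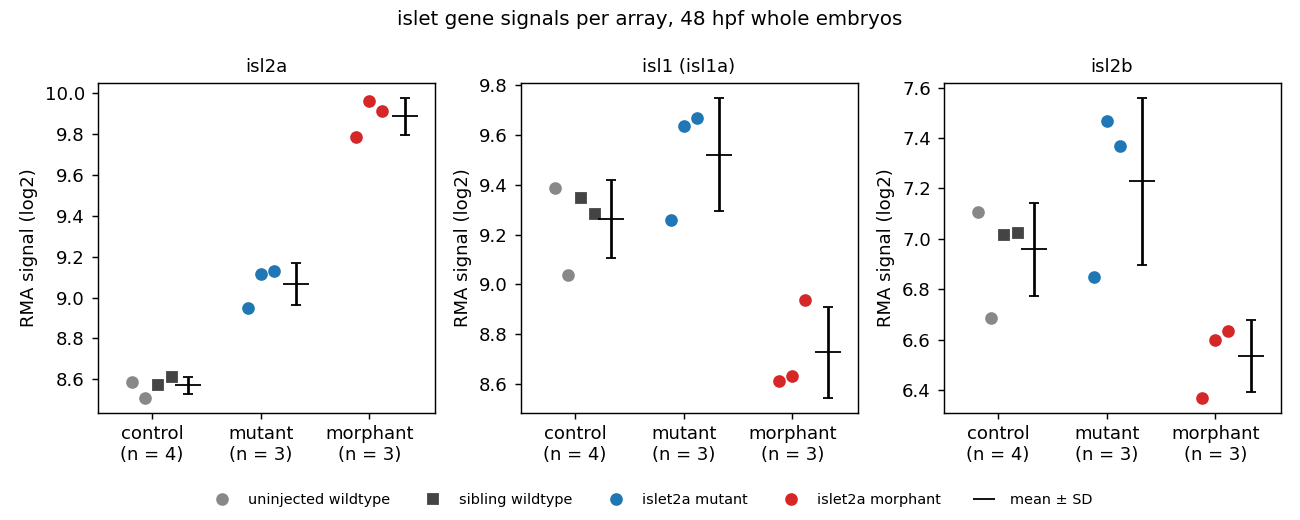
Log2 RMA signal of *islet2a*, *islet1* and *islet2b* on each array, with each point an array and each bar the mean ± SD of a group. For *islet2a* the 3 groups are separate, with morphants at 9.79 to 9.96 and controls at 8.51 to 8.61, and for *islet1* and *islet2b* all 3 morphant arrays lie below all control and mutant arrays.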

For this focused analysis, we performed qPCR for *islet1*, *islet2a* and *islet2b* using RNA isolated from wildtype, mutant, morphant, and Ctl MO-injected embryos. As predicted by the microarray results, the level of *islet2a* in morphants was increased almost 4-fold compared to either wildtype or morphants (Fig 7).

**Fig 7:**
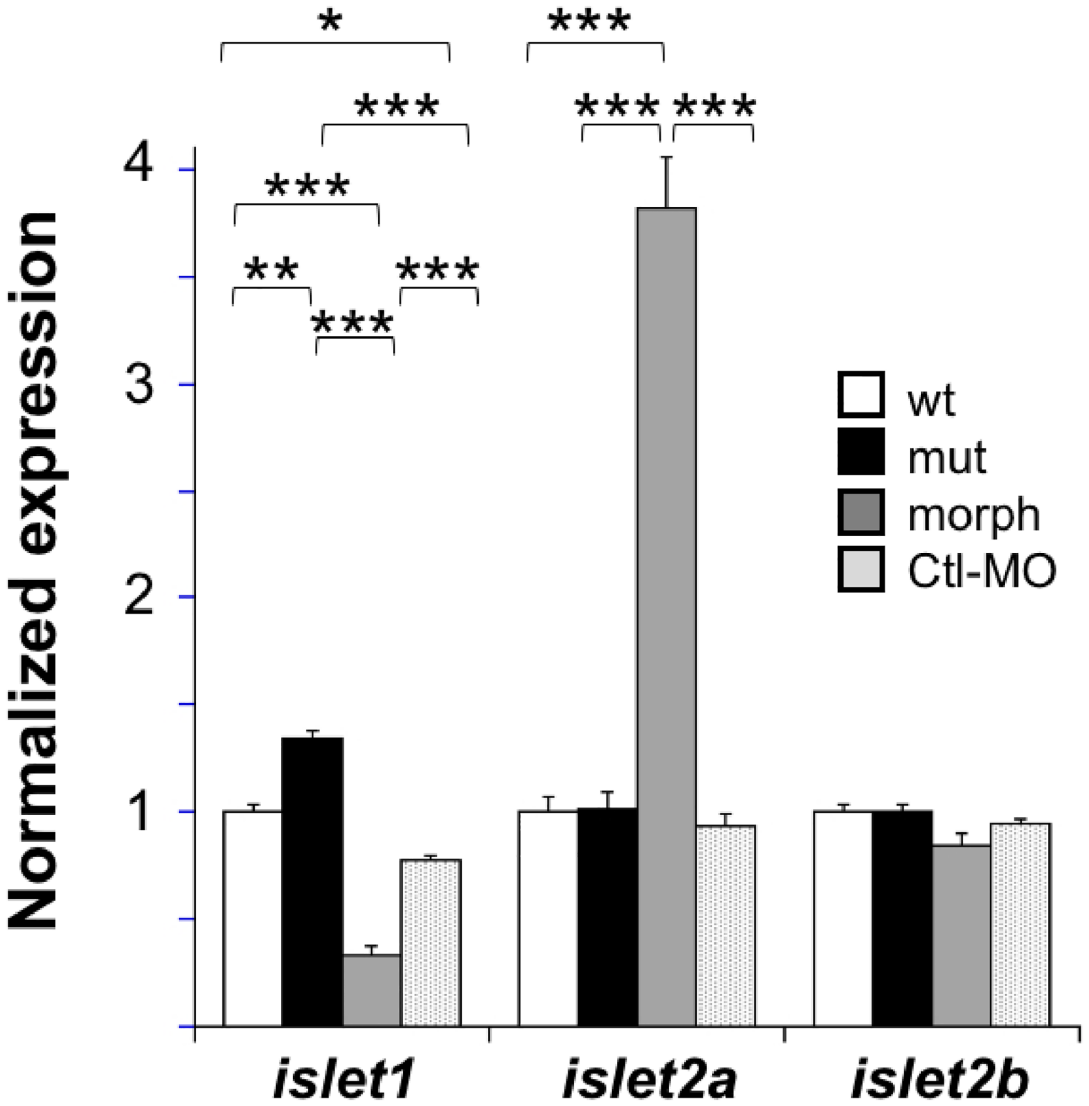
Relative levels of *islet* and downstream gene transcripts in morphants vs. mutants. qPCR was used to compare expression levels of *islet1*, *islet2a* and *islet2b* between wildtype (wt), mutant (mut), morphant (morph) and Ctl MO-injected (Ctl MO) embryos. In *islet2a* mutants, *islet1* levels were significantly increased by ~ 25%; no changes in the levels of other *islet* transcripts were detected in mutants. Both morphants and Ctl MO-injected embryos had significantly decreased levels of *islet1*. The largest change detected was a ~ 4-fold increase in *islet2a* levels in morphant compared to wildtype or mutant. ***, p<0.001; **, p<0.003; *, p<0.005; ANOVA with post hoc Bonferroni. To facilitate comparisons, for each gene, expression levels were normalized to that of the control group.

qPCR analyses also detected significantly different levels of *islet1* in mutant and morphant vs. control transcriptomes (Fig 7). Compared to control, *islet1* expression was increased slightly (~25%) in mutants but decreased to ~67% and 33% of the wildtype level in Ctl MO-injected and morphant embryos, respectively (Fig 7). We did not detect any changes in expression levels of *islet2b* between any of the conditions.

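The change in morphants against uninjected wildtype was also set directly against the change in mutants against their wildtype siblings. By list, the p53 targets rose more in morphants (camera adjusted p = 9.98e-09; adjusted p = 0.0115 with an estimated correlation). The stress response genes (camera adjusted p = 0.00166; adjusted p = 0.597 with an estimated correlation) and the heart genes (camera adjusted p = 0.0476; adjusted p = 0.659 with an estimated correlation) also differed upward. Genes of the lens (camera adjusted p = 1.05e-06), the photoreceptors (camera adjusted p = 0.000237) and the voltage-gated channels (camera adjusted p = 0.00566) differed downward, each with adjusted p = 0.597 with an estimated correlation. So did pigment cell genes (camera adjusted p = 0.000386; adjusted p = 0.187 with an estimated correlation) and clock genes (camera adjusted p = 0.000647; adjusted p = 0.645 with an estimated correlation). The other 18 of the 26 lists were not called, among them the islet genes (camera adjusted p = 0.946) and the motor neuron markers (camera adjusted p = 0.0831).

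Between the 2 changes, 447 probe sets differed by at least 2-fold at an adjusted p below 0.05 from limma, 361 higher and 86 lower in morphants, and those with 1 symbol named 168 genes, 145 higher and 23 lower. Each family has only 2 wildtype arrays, and the count was 131 without uninjected replicate 1, 164 without mutant replicate 3, 170 without morphant replicate 1, 198 without mutant replicate 2, 208 without morphant replicate 3, 214 without sibling replicate 1, 232 without sibling replicate 2 and 293 without morphant replicate 2.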

In summary, the microarray results support the view that mutants and morphants differed not only in motor neuron morphology but also in gene expression profiles. Further, focused examination of *islet* gene expression using qPCR revealed that MOs targeting *islet2a* and gene-editing of *islet2a* led to different changes in expression of *islet* genes.

### *islet* expression in CaPs of *islet2a* wildtype and mutant embryos

The microarray and qPCR analyses revealed changes in *islet* gene expression in 48 hpf whole embryo RNA. However, our electrophysiological studies focused on CaPs in 24–28 hpf embryos. To identify potential changes in *islet* gene expression that might have occurred specifically in 24–28 hpf CaPs, we preformed RNA *in situ* hybridization for *islet1*, *islet2a* and *islet2b*. In contrast to the microarray and qPCR analyses, RNA *in situ* hybridization did not detect any obvious changes in expression of any *islet* gene in CaPs of wildtype vs. mutant embryos (Fig 8). However, the change in *islet1* expression detected by qPCR was <2-fold (Fig 7), and RNA *in situ* hybridization is not a quantitative method. Further, as mentioned, RNA *in situ* hybridization focused on CaPs in 24–28 hpf embryos while the microarray and qPCR studies used RNA isolated from whole 48 hpf embryos. Overall, for CaPs, the RNA *in situ* hybridization results did not reveal any changes in *islet2a* expression or novel, ectopic expression of either *islet1* or *islet2b*.

**Fig 8:**
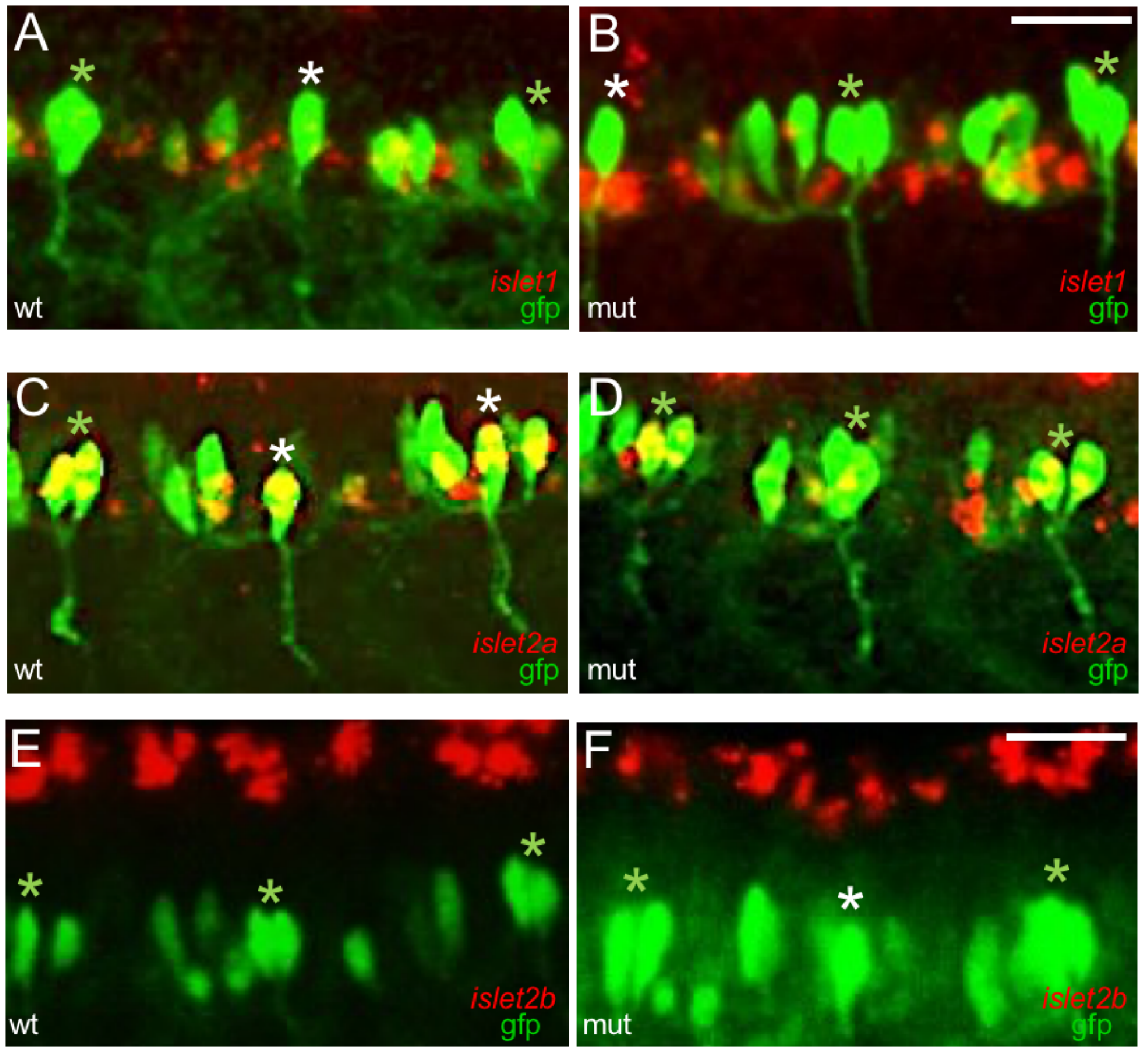
CaPs expressed *islet2a*, but not *islet1* or *islet2b*, in wildtypes and mutants. The expression patterns of *islet1* (A [n = 6], B [n = 8], *islet2a* (C [n = 6], D [n = 8]) and *islet2b* (E [n = 9], F [n = 8]) in CaPs were examined in 28 hpf sibling wildtype (A, C, E) and *islet2a* mutant (B, D, F) tg(mnx1:gfp) embryos. At 28 hpf, VaP (variably-present CaP duplicate) is present in some segments. In A-F, white and green asterisks denote lone CaPs and CaP/VaP pairs, respectively. Novel, ectopic expression of either *islet1* or *islet2b* in CaPs was not detected.

### In *islet2a* mutants, Islet protein immunoreactivity persists in CaPs

Previous work demonstrated that CaPs in 28 hpf *islet2a* morphants lacked Isl1/2 immunoreactivity ([15]-Fig 6D therein). In contrast, 28 hpf *prdm14* mutants, that lack detectable *islet2a* in CaPs, had reduced Isl1/2 immunolabeling in these PMNs ((18)-Fig 6C therein). As the Isl1/2 antibody recognizes the carboxy-terminal regions of Islet1 and Islet2, the reason for persistence of CaP Isl1/2 immunolabeling in *prdm14* mutants is not obvious. Given these previous results, we examined Isl1/2 immunolabeling in CaPs of *islet2a* mutants.

Similar to *prdm14* mutants [18], CaPs in *islet2a* mutants were positive for Isl1/2 immunolabeling at a reduced level compared to wildtypes (Fig 9A, 9B and 9E vs. Fig 9C, 9D and 9F). This result differs from what has been reported for *islet2a* morphants [15]. While inefficient knock-out of Islet2a protein in the mutant is a potential possibility in principle, we did not detect any Isl1/2 immunolabeling in the proctodeum, a tissue that expresses *islet2a* but not *islet1* (Fig 1E vs. Fig 1F). Despite the lack of novel expression of *islet1* or *islet2b* in mutant CaPs (Fig 8), the results suggest that a non-Islet2a Islet protein was present in CaPs of 28 hpf mutants.

**Fig 9:**
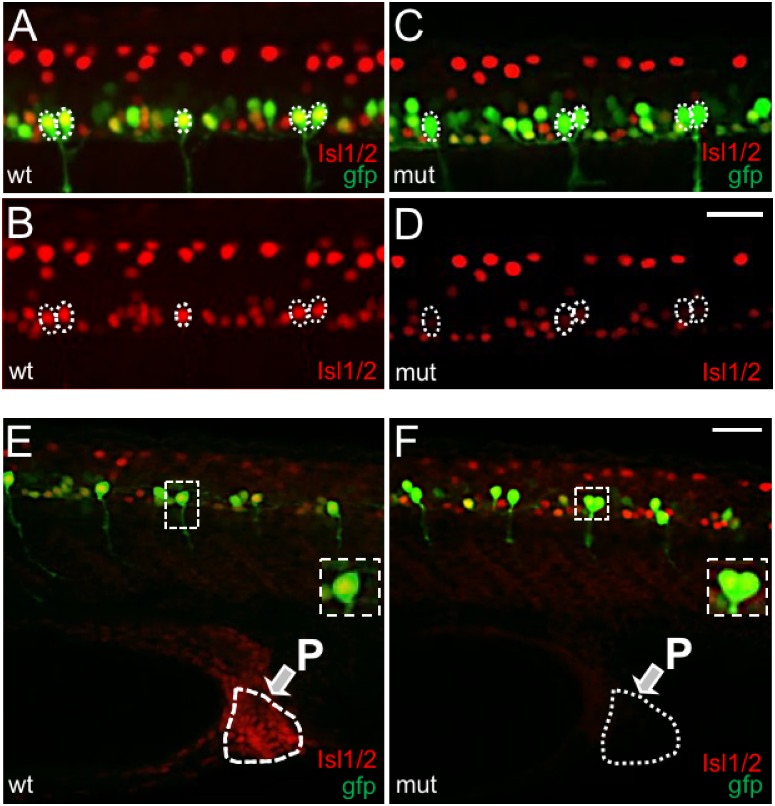
CaPs expressed reduced levels of Isl1/2 immunoreactivity in *islet2a* mutant embryos. (A) In 28 hpf tg(mnx1:gfp) wildtype (wt, n = 15) embryos, CaPs (*) expressed both gfp (green) and Isl1/2 immunoreactivity (red), as revealed by the merged yellow signal. (B) The Isl11/2 immunosignal of Panel A is shown separately. In A-D, dotted lines circle the cell bodies of CaP/VaPs that were immunopositive for Isl1/2. In comparison to other ventral neurons, CaP Isl1/2 immunolabeling was more intense. (C) In 28 hpf tg(mnx1:gfp) mutant (mut, n = 14) embryos, CaPs (*) expressed gfp. However, compared to wildtype (A), the CaP Isl1/2 fluorescent immunolabel signal was less intense. Further, other ventral neurons continued to display Isl1/2 immunoreactivity. (D) The Isl1/2 signal of Panel C is viewed separately. Compared to wildtype (B), CaPs expressed reduced levels of Isl1/2 immunoreactivity. Further, despite the weak signal in CaPs, Isl1/2 immunoreactivity was present in other ventral neurons at levels similar to wildtype (B). Scale bar in D for A-D: 25 μm. (E, F) Examination of CaP Isl1/2 immunolabeling dorsal to the proctodeum. (E) In wildtype embryos, both the proctodeum (white arrow) and CaPs (asterisks) displayed Isl1/2 immunolabeling. One CaP, contained within white dotted line box, is shown at higher magnification in the inset. (F) In mutant embryos, Isl1/2 immunolabeling was not detected in the proctodeum, consistent with loss of Islet2a protein expression. Despite this, a low level of Isl1/2 immunoreactivity persisted in CaPs (asterisks; one CaP shown at higher power in inset).

## Discussion

Motor neuron subtypes differ not only with respect to peripheral axon trajectories and muscle targets but also electrical membrane properties [12, 20]. However, little is known about the mechanisms that direct differentiation of vertebrate motor neuron subtype-specific electrical membrane properties. In contrast, several studies implicate LIM-HD transcription factors in specification of motor neuron subtype-specific morphological properties (for review, [2, 3, 41, 42]. In *Drosophila*, *islet* (orthologous to zebrafish *islet1* genes) is expressed in ventral, but not dorsal, motor neurons [19]. Further, loss of *islet* results in loss of dorsal motor neuron’s distinguishing axonal morphology and larger outward current densities [20, 43–45]. These studies suggest that the same transcription factor code might specify motor neuron subtype-specific differentiation of electrical membrane properties as well as morphological differentiation, a possibility not yet tested in vertebrates.

Prior studies have tested for effects of Islet2a functional disruption on specification of CaP axon morphology [15, 17]. Overexpression of a dominant-negative Islet2a construct, consisting of only the Islet2a LIM domains, led to disruption of CaP axon morphology [17]. Even though the LIM domains are conserved across the different Islet proteins, the effect could be rescued by overexpression of Islet2a but not Islet1or Islet2b, suggesting a specific requirement for Islet2a. These authors also showed that an *islet2a* T-MO had similar but less severe effects on CaP axon morphology. Similarly, Hutchinson and Eisen [15] found that a different *islet2a* T-MO (the same one used here) impaired CaP axon morphology to a lesser extent than did overexpression of dominant-negative Isl2 constructs [17]. However, in contrast to the results of Segawa et al. [17], Hutchinson and Eisen [15] rescued effects of the *islet2a* T-MO on CaP axon morphology by overexpression of either *islet1* or *islet2a* mRNA. Murine *islet2* and *hb9* mutants both have a decreased number of one the the visceral motor neuron subtype, the visceral motor neuron [46–48]. Given that *islet2* and *hb9* mutants have in common a reduction in *islet1* levels, Thaler et al. [47] proposed that the requirement for Islet2 reflects a need for a specific total concentration of all Islet proteins, regardless of identity as Islet1 or Islet2. Thus, Segawa et al.’s [17] findings support a specific non-redundant role for *islet2a* in differentiation of motor neuron subtype-specific properties, while those of Hutchinson and Eisen [15] and Thaler et al. [47] do not.

Here, we tested whether Islet2a plays a role in differentiation of another motor neuron subtype-specific characteristic, electrical membrane properties. Our prior work had demonstrated that CaPs have 2.9 and 2.5-fold larger densities of both inward and outward currents, respectively, than do other PMNs [12]. Subsequent work showed that MOs targeting *islet1* had significant effects on the electrophysiological properties of several spinal neuron types [16]. However, in either *islet2a* mutants or morphants, we do not detect any significant differences in CaP inward or outward current densities compared to controls (Figs 2 and 3). Thus, these studies provide no evidence to support a specific role for Islet2a in specifying the >2-fold larger voltage-dependent inward and outward current densities that distinguish CaP from other PMNs.

However, while *islet2a* morphants had motor neuron phenotypes (Figs 4 and 5) similar to those reported previously [15] [17], CaPs and dSMNs in *islet2a* mutants had normal morphologies. It is possible that the *islet2a* T-MO was not sufficiently selective for *islet2a*. However, the primary sequences of the *islet* genes support preferential targeting of *islet2a* over *islet1* or *islet2b* (Table 1; S1 Table). On the other hand, the *islet2a* Ctl MO also had a mild effect on SMN properties (Fig 5).

Discrepant mutant and morphant phenotypes have been reported for an ever-increasing number of genes, raising several caveats about the use of MOs [49] [50] [51] [52] [53] [54]. Explanations to account for MOs not replicating null-mutant phenotypes include off-target/non-specific effects of MOs, unexpected changes in gene expression, and apoptosis via a p53-dependent mechanism [55] [49] [50] [51] [56]. Conversely, gene mutation can lead to compensatory changes in expression [57] [58]. For LIM homeodomain proteins, another consideration is that their stoichiometry in transcriptional complexes influences regulation of downstream genes [59].

Mutants and morphants also differed with respect to gene expression profiles (Fig 6). However, none of the differentially-expressed genes that we identified provided insights into the different motor neuron phenotypes present in mutants compared to morphants. The different developmental stages at which we examined gene expression (48 hpf) and motor neuron morphologies (24 and 72 hpf) may have preempted identification of such genes. It is possible that if we had examined gene expression in 1 dpf embryos and/or just motor neurons, a more informative result would have been obtained.

Our manipulations targeted one member of the Islet gene family, but prior studies suggest that Islet proteins may have redundant functions [15, 47]. We tested whether targeting of *islet2a* either by MOs or gene-editing led to genetic compensation in *islet* gene expression. Consistent with other differentially expressed genes (Fig 6), *islet1* had slightly increased levels in mutants but decreased >2-fold in morphants (Fig 7). The small increase in *islet1* expression detected in 48 hpf mutant transcriptomes might be sufficient to provide genetic compensation, at least at this stage, given that zebrafish Islet1 can substitute for Islet2a and *vice versa* [15].

In contrast, morphants had >2-fold decreased expression levels of *islet1* (Fig 7). The mechanism underlying the changes in *islet* gene expression induced by the T-MO is not obvious. One possibility is that the T-MO may have targeted *islet1* in such a way as to affect expression levels. Arguing against this possibility is the fact that the sequence of the T-MO would be expected to have higher specificity for *islet2a* vs. *islet1* or *islet2b* (Table 1 and S1 Table). However, the Ctl MO also led to a small decrease in *islet1* expression (e.g., Fig 7), suggesting that the T- and Ctl MOs may have had effects not due to targeting of *islet2a*. Regardless of the mechanism(s) underlying the different changes in *islet* gene expression in mutants compared to morphants, the results suggest that targeting *islet2a*, either by MO or gene-editing, leads to changes in expression of *islet1*. Moreover, the effects on *islet1* expression produced by MO compared to gene-editing opposed each other.

An unexpected result was the persistence of reduced, but not abolished, Isl1/2 immunoreactivity in CaPs of 24–28 hpf mutant embryos (Fig 9). Given that we did not detect Isl1/2 expression in the proctodeum (a tissue that expresses *islet2a* but not *islet1*; Fig 1), Islet1 or Islet2b are likely candidates for the Isl1/2 immunoreactive protein detected in CaPs of mutants. In mutants, CaPs may have upregulated either of these genes leading to Isl1/2 immunoreactivity. However, this possibility is not supported by the RNA *in situ* hybridization studies (Fig 8) that did not detect any novel expression of either *islet1* or *islet2b* in CaPs. Segawa et al. [17]also found that overexpression of a dominant-negative Isl2a construct did not lead to ectopic expression of *islet1* in CaPs ((17)-Fig 5B and 5D therein). Another possibility is that there was novel expression of either *islet1* or *islet2b* in CaPs, but at levels lower than can be detected using RNA *in situ* hybridization.

An alternative explanation recalls that all motor neurons normally express Islet1 protein prior to differentiation as different PMN subtypes [8, 10, 60]. It is possible that the turn-over rate of Islet1 protein was sufficiently slow in mutant CaPs to allow persistence of the protein until at least 28 hpf. Further, Hutchinson and Eisen [15] demonstrated that overexpression of *islet1* mRNA rescued spinal neuron phenotypes present in *islet2a* morphants, providing evidence that zebrafish Islet proteins are functionally redundant in the embryonic spinal cord. Similarly, although murine Islet2 mutants lack visceral motor neurons, Thaler et al. [47] proposed that the requirement for Islet2 reflected a need for a specific total concentration of all Islet protein, regardless of identity as Islet1 or Islet2. Given these prior results indicating that Islet1 and Islet2/a can substitute for each other, persistence of an Islet protein in mutant CaPs could have compensated for loss of Islet2a. Distinguishing between these possibilities would need tools not presently available, e.g., antibodies that distinguish between zebrafish Islet1, Islet2a and Islet2b proteins.

In summary, we find no evidence to support a specific, non-redundant role for Islet2a in differentiation of the large inward and outward conductances that distinguish CaP from other PMNs. However, in *islet2a* mutants, CaPs had persistent, albeit reduced, Isl1/2 immunoreactivity. In addition, zebrafish Islet1 and Islet2a proteins can functionally substitute for each other [15]. Thus, we cannot rule out the possibility that function of another (non-Islet2a) Islet protein, during the time when *islet2a* is normally expressed, suffices to specify the large current densities that distinguish CaPs from other PMNs.

## Supporting information

S1 Fig Disruption of Islet2a function using a splice-blocking MO. (A) The *islet2a* splice blocking MO, Sp-MO, targeted the splice junction between intron 1–2 and exon 2. (B) In control (Ctl MO) embryo RNA, RT-PCR amplification of the region spanning exons 1–4 produced a predominant ~800 bp product. RT-PCR using RNA isolated from MO-injected (Sp-MO) embryos yielded two additional bands: *a*, ~1100 bp due to retention of intron 1; *b*, ~600 bp lacking exon 2 (confirmed by DNA sequencing).
(TIF)

S2 Fig RNA *in situ* hybridization reveals *islet2a* expression in a subpopulation of SMNs. (A-D) RNA *in situ* hybridization was performed using transgenic lines that express gfp in either dSMNs (tg(isl1:gfp); A, B) or vSMNs (tg(gata2:gfp); C, D). The red RNA *in situ* hybridization signal for *islet2a* is not detected in gfp^+^ dorsally-projecting SMNs at either 24 (A) or 48 (B) hpf. In contrast, *islet2a* RNA is detected in a subset of ventrally projecting SMNs (C, D). Scale bar in D, for A-D: 25 μm.
(TIF)

S3 Fig Injection of the *islet2a* MO did not alter vSMN or RB electrical membrane properties. (A) Recordings were obtained from vSMN neurons in 48 hpf control (grey trace) vs. morphant (black trace) embryos. No obvious differences were noted in the amplitudes of peak inward or steady-state outward currents between conditions. The voltage protocol used to elicit currents was as described for Fig 3A. (B) The average current densities for net outward and peak inward currents recorded from vSMNs in control (n = 5 cells from 3 embryos) vs. morphant (n = 5 cells from 2 embryos) 24 hpf embryos did not differ. (C) Recordings were obtained from RB neurons in 24 (left) and 48 (right) hpf control (grey traces) and morphant (black traces) *islet2a* embryos. No obvious differences were noted in the amplitudes of peak inward or outward currents between conditions. The voltage protocol used to elicit currents was as described for Fig 3A. (D) The average densities for net outward and peak inward currents recorded from RBs in wildtype vs. morphant embryos did not differ at either 24 (left) or 48 (right) hpf. Sample sizes: 24 hpf– 7 cells from 3 uninjected embryos and 8 cells from 4 T-MO injected embryos; 48 hpf– 11 cells from 3 uninjected embryos and 7 cells from 3 T-MO injected embryos.
(TIF)

S4 Fig Two genes, implicated in regulation of CaP axon morphology, are not differentially expressed between morphant, mutant and controls. qPCR was used to compare expression levels of *nrp1a and plexinA3* between wildtype, mutant, morphant and Ctl MO injected embryos. To facilitate comparisons, expression levels were normalized to that of the control group.
(TIF)

S1 Table MO target and corresponding sequences in *islet1*, *islet2a* and *islet2b*. The sense sequences corresponding to each MO are shown in the top line. For each gene, the intended (*islet2a*) or potential (*islet1*, *islet2b*, *isl1l*) targets corresponding to each MO are shown.
(DOCX)

S1 File RMA file. The excel file presents the RMA normalized data for all 10 samples and all genes.

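The supplement lists, for each probe set of the array, 1 RMA signal per sample on the log2 scale, so that a difference of 1 between 2 samples is a 2-fold change. The copy read here held only the first part of the list, and each of its probe sets was found among the 75212 deposited ones. The 2 sets of values differed by a median of 0.0081 and by at most 0.0684 on the log2 scale. Each of the 10 columns correlated best with the deposited array of the same sample code. The supplement's column names call the uninjected samples wildtype controls and the sibling samples mock controls, and the paper pools both as control. The column of uninjected replicate 2 is marked as a redo, and the reason is not given in the sources used here.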

(XLSX)

S2 File Significant genes for morph vs. mut. The excel file presents the expression levels for 174 genes that were differentially expressed between morph and mut at Q<0.05 and with fold changes that were <-2 or >2.

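The supplement lists the genes that passed the paper's tests between morphants and mutants, with the P value, the Q value and the fold change of each, by transcript identifier. Its fold change is that of mutants over morphants, so that 93 of the paper's 174 genes were higher and 81 lower in morphants. Of the 174, 144 were matched to a probe set with signals equal within 0.001 on all 10 arrays. For these, the paper's P values equal those of an ANOVA of the 2 groups computed here (largest difference in log10 of 1.94e-06). By limma, 143 of the 144 were differentially expressed between morphants and mutants, and 131 (91.0%) had opposite signs against control in the 2 groups. In mutants against controls, 15 of the 144 were differentially expressed, among them the bHLH transcription factor gene *atoh1b*, with a log2 fold change of -1.05 (standard error 0.18, adjusted p = 0.0483 from limma), which was chosen for mention after its value was seen.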

(XLSX)

S3 File Heat map—Morph vs mut significant genes. The file presents the expression levels for the 174 differentially expressed genes of S2 File and control values as formatted for the heat map of Fig 6B.
(XLSX)

S4 File Significant genes for morph vs. ctl. The excel file presents the expression levels for 201 genes that were differentially expressed between morph and ctl at Q<0.05 and with fold changes that were <-2 or >2.

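The supplement gives the same columns for morphants against controls, with the fold change as morphants over controls. Of the paper's 201 genes, 181 were higher and 20 lower in morphants. Matching by signals equal within 0.001 on all 10 arrays found a probe set for 167, of which 127 had 1 gene symbol, and 163 of the 167 were also differentially expressed with limma. The other 4 passed limma's adjusted p and missed the fold threshold. The signs against control were opposite in mutants for 100 of the 167 (59.9%), and 0 of the 167 were differentially expressed in mutants against controls by limma. For *islet2a*, the paper's P value is 1.55e-06 and its Q value 0.00606.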

(XLSX)

S5 File Heat map—Morph vs. ctl significant genes. The file presents the expression levels for the 201 differentially expressed genes of S2 File and control values as formatted for the heat map of Fig 6C.
(XLSX)

S6 File Intersection of morph vs mut and morph vs ctl. The file presents the expression levels for the 64 genes that were differentially expressed between morph and mut as well as between morph and ctl at Q<0.05 and with fold changes that were <-2 or >2.

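The supplement repeats the signals of the genes present in both of the paper's lists. Of its 64 genes, 48 were matched to a probe set by their signals, and all 48 were differentially expressed in morphants against both mutants and controls with limma, in the same direction in both comparisons.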

(XLSX)

# Supplementary material for: Investigation of Islet2a function in zebrafish embryos: Mutants and morphants differ in morphologic phenotypes and gene expression
**Source:** PLoS One. 2018 Jun 21;13(6):e0199233. doi: 10.1371/journal.pone.0199233
**Supplement:** S1 Table — The sense sequences corresponding to each MO are shown in the top line. For each gene, the intended (islet2a) or potential (islet1, islet2b, isl1l) targets corresponding to each MO are shown.

**Table 1: MO specificity for *islet2a***

Number of Mismatches with Target

T-MO Ctl MO Sp-MO

*islet2*  0/25 5/25 0/25

*islet1* 14/25 15/25 12/25

*islet2b* 9/25 10/25 8/25

isl1l 18/25 17/25 19/25

How the deposited data were processed for this re-analysis (not part of the article)

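RNA from pools of whole zebrafish embryos at 48 hpf was measured on 10 single-channel GeneChip Zebrafish Gene 1.0 ST arrays, 3 of *islet2a* morphants, 3 of *islet2a* mutants, 2 of uninjected wildtype embryos and 2 of wildtype siblings of the mutants. The values are log2 signals as deposited, made by the authors with robust multi-array averaging, that is background correction, quantile normalization between arrays and median polish over the probes of each probe set. The methods name the oligo package in R, the submitters' processing notes name GCRMA, and neither gives a version. The deposited values were used as they are, with no further normalization and no filter, for all 75212 probe sets. Gene symbols came from the array annotation, joined through gene identifiers to the names of a zebrafish reference annotation (20323 identifiers found), and genes were counted once per symbol (19260 genes). Of the probe sets, 9270 are identical copies of another on all arrays.

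limma 3.58.1 in R 4.3.3 fitted 1 mean per group (lmFit and eBayes, residual degrees of freedom 7, prior degrees of freedom 3.13) and tested morphants against controls, morphants against mutants and mutants against controls, two-sided. The control group joined both kinds of wildtype, as in the paper. p-values were adjusted by the Benjamini-Hochberg method over all probe sets of a comparison, and a probe set was called at an adjusted p below 0.05 and a change of at least 2-fold. The median standard deviation between arrays of a group was 0.165 on the log2 scale, which with 3 or 4 arrays per group sets the precision. For single genes of the study, exact permutation tests of the difference in group means are given as well. A contrast with 4 conditions tested the change of morphants against uninjected wildtype minus that of mutants against siblings. Principal components were computed on values centred per probe set.

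Shifts of 26 gene lists were tested by camera with a correlation between genes preset at 0.01, adjusted over 78 tests, and again with an estimated correlation and with fry. The lists hold islet genes, motor neuron markers, axon guidance genes, voltage-gated channels, p53 targets, interferon and innate immune genes, complement and acute phase genes, unfolded protein and heat shock genes, cell cycle genes, nonsense-mediated decay genes, ribosomal proteins, clock genes, and genes of muscle, heart, erythrocytes, liver and yolk syncytial layer, exocrine and endocrine pancreas, intestine, lens, photoreceptors, hatching gland, pigment cells, cartilage with bone and notochord, epidermis and blood vessels. The genes named in the text are, for each comparison, the 10 with the largest rise and the 10 with the largest fall among called probe sets with 1 symbol whose groups do not overlap, the genes of the study, and members of the lists. The lists, this rule and the alternatives were set before the data were examined, although the values in the paper's S2 to S6 Files and the first part of its S1 File had been seen. Genes outside the rule are marked as chosen after their values were seen.

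The shared use of arrays and the selection of calls were set beside 20 simulations with unchanged groups, drawn as independent probe sets with the variances estimated by limma. The tests were tested on simulated data in which 100 probe sets had a log2 change of 1.5 and another 100 a log2 change of 2.5, up or down. Alternatives were the 2-group tests of the paper's methods, limma on the arrays of 2 groups alone, each kind of wildtype alone as control, repeated quantile normalization, arrays centred on their median, a filter on dim probe sets, probe sets with 1 symbol, a trended prior, array weights, the replicate number as a block, no fold threshold and each array left out in turn. Counting identical probe sets once was added after the data were seen. A named gene counted as losing its call under an alternative when its adjusted p was no longer below 0.05, whatever its fold. The lists of the paper's supplement were joined to probe sets by equal signals on all arrays, and unmatched entries were left out. The qPCR, imaging and pathway analyses of the paper were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures.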

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

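The tests of injection of any morpholino, of developmental stage and of the signs and correlations in other splits of the arrays were chosen only after the results were seen.

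The p53 targets drew attention because the paper's text gives no expression value for them, although it names p53-dependent apoptosis among general explanations and its list for morphants against controls holds 4 of them (*mdm2*, *cdkn1a*, *rps27l* and *casp8*), and their median log2 change in morphants was 0.62, with 19 of 24 positive (camera adjusted p = 1.65e-08, range 3.08e-09 to 0.0185 over the alternatives). Chance is argued against by the 35 splits of the 7 arrays, of which only 1, the real one, gave a median this far from 0, the highest of the others being 0.53. This is the smallest share that 35 splits can give, and the paper's list had been seen when the p53 list was set. An intensity-dependent shift of the values is argued against by 10000 random lists of equal size matched on mean signal, all of which had a lower median (percentile 100, highest 0.267). Injection of any morpholino, an effect of this morpholino beyond its target and a loss of Islet2a that the mutants do not share may each underlie the rise, and with 0 arrays of embryos injected with the control morpholino, injection of any morpholino and the effect of this one cannot be told apart. In mutants the list was not called (camera adjusted p = 0.640, range 0.276 to 0.869), and the difference between the changes of the 2 groups passed the test (camera adjusted p = 9.98e-09).

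Opposite directions in mutants and morphants drew attention because a direct test of the difference between the 2 changes, each against its own wildtype, called 447 probe sets, and because lens genes, which the paper's text does not name, had a median log2 change of -0.47 between morphants and mutants (camera adjusted p = 2.61e-08, range 7.54e-09 to 0.610). The count of 447 fell to 131 without uninjected replicate 1, 170, 293 and 208 without morphant replicates 1, 2 and 3, 214 and 232 without sibling replicates 1 and 2, and 198 and 164 without mutant replicates 2 and 3. Selection of calls on morphant minus mutant favours opposite signs, and the observed 89.0% (87.0% among as many probe sets with the smallest p, as in the simulations) lay above the simulated shares with no change (mean 83.5%, highest 85.2%). This bound was set to argue against selection as the whole explanation. It was wrong because the simulated probe sets vary independently and those of the arrays do not. Among 100 splits of the real arrays, 29, the real one included, gave a share as large (87.0% for as many probe sets, median of the others 82.9%, highest 96.6%). Selection may therefore account for the share among calls. It does not act on the correlation over all probe sets, which at -0.0523 was as low in 4 of the 100, the real one included (median of the others 0.433, lowest -0.133). With an array left out, this correlation ran from -0.0777 to 0.0445, so its sign was not stable. For the opposite signs in mutants among morphant against control calls, only the real split of the 100 gave a share as large (60.2%, highest of the others 50.7%). These splits shuffle all 10 arrays, so they cannot decide whether unchanged mutants would give this correlation or this share. A difference in developmental stage, which would lower lens and photoreceptor genes and raise cell cycle genes in the younger group, could not be decided, since in mutants the cell cycle list shifted down (26 of 26 negative) and the lens and photoreceptor lists up (26 and 25 of 31 positive) and the cell cycle list was higher in morphants than in mutants (20 of 26 positive, camera adjusted p = 0.0934), as a stage difference would give, while the cell cycle list in morphants against controls went the other way (23 of 26 negative, median -0.23, camera adjusted p = 0.000986) but with a p of 0.344 with an estimated correlation, and opposite effects of the morpholino and the mutation stay open too.

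Cell cycle genes drew attention in mutants, since the paper's text does not name them. Their median log2 change against controls was -0.41, with 26 of 26 negative (camera adjusted p = 3.86e-14, range 2.05e-19 to 0.610), while mutant replicate 1 (mean centred signal 0.022) lay near the lowest control array (0.05). Among the 4 control arrays, 1 array lay far from the others for the mean of 2 lists. For lens genes, uninjected replicate 2 had a mean centred signal of -0.14 against 0.12 to 0.16 on the other control arrays, a gap of 0.889 of the range. For interferon and innate immune genes, sibling replicate 2 had 0.04 against -0.11 to -0.09, a gap of 0.844 of the range. Of 33 such groups set against the 95% critical value of Dixon's test, these 2 passed it, where chance passes about 1 in 20.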

How the results depend on the processing

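Counting identical probe sets once was the only alternative chosen after the result was seen, and it gave 549, 1561, 103 and 465 probe sets for morphants against controls, morphants against mutants, mutants against controls and the overlap of the first 2 (here 615, 1894, 123 and 514). In the same order the 2-group tests of the paper's methods gave 243, 748, 11 and 178, and probe sets with 1 symbol, where fewer were tested, 265, 637, 50 and 224. Without a fold threshold the counts were 3886, 10235, 254 and 3280. With the own wildtype of each group as control, the counts were 423 for morphants against controls, 111 for mutants against controls and 342 for the overlap. The other kind of wildtype gave 1015 for morphants and 272 for mutants. limma on 2 groups gave 68 for mutants and the replicate number as a block 53, with 13 of the 20 named genes of that comparison losing their call. The block is given only here, because morphant and mutant arrays of equal number did not resemble each other more than others (r of 0.0277, -0.0972 and -0.0127). That check left out the control arrays. Those of equal number lay together on the second component (12.5 and 0.76 for number 1, 42.2 and 52.6 for number 2), but not on the first (-2.68 and -11.8, 13.6 and -26.9). The check therefore does not decide whether the block belongs in the fit. Under the other alternatives these counts stayed within 1.5 times. Leaving out each array gave 509 to 744, 1495 to 2082, 55 to 213 (below 82 or above 185 without uninjected replicate 1, 78, uninjected replicate 2, 75, mutant replicate 1, 213, mutant replicate 2, 55, and mutant replicate 3, 77) and 422 to 591. The difference between families (447) was 147 with the block, 713 with the filter on dim probe sets, where fewer were tested, and 131 to 426 with an array left out. Of 78 list tests, 25 were called, 2 with an estimated correlation, 18 by fry, 22 with the block, and 20 to 26 with an array left out. With separate controls the islet genes (adjusted p = 0.0910) and voltage-gated channels (0.0826) in mutants and the heart genes in morphants against mutants (0.0635) lost their calls, and pigment cell genes in morphants (0.00751) and mutants (0.0281) and epidermis genes in morphants (0.0431) gained one.

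For *isl2a* in mutants against controls, the log2 change of 0.50 no longer had an adjusted p below 0.05 with the 2-group tests of the methods (0.50, adjusted p = 0.257), limma on 2 groups (0.50, 0.110), sibling wildtype alone (0.47, 0.176), uninjected wildtype alone (0.52, 0.0801), arrays centred on their median (0.48, 0.0540) and the block (0.47, 0.153). With an array left out it was 0.46 to 0.55 (adjusted p 0.0392 to 0.176). In morphants *isl2a* kept an adjusted p below 0.05, at 1.28 to 1.37 against controls and 0.76 to 0.87 against mutants. For *isl1* in morphants against controls, -0.54 passed with repeated quantile normalization (-0.60, adjusted p = 0.0331), the filter on dim probe sets (-0.54, 0.0261) and probe sets with 1 symbol (-0.54, 0.0144), where fewer were tested, a trended prior (-0.54, 0.0373), array weights (-0.53, 0.0438) and the block (-0.62, 0.0492), and was -0.64 to -0.48 with an array left out. Against mutants *isl1* missed the threshold with the 2-group tests of the methods (-0.79, 0.0906), as did *isl2b* (-0.69, 0.152), with -0.93 to -0.72 and -0.88 to -0.57 over arrays left out. In mutants against controls *isl1* was 0.18 to 0.39 and *isl2b* 0.15 to 0.46, and *isl2b* in morphants against controls -0.51 to -0.34. *plxna3* in morphants against mutants passed with repeated quantile normalization (-0.45, 0.0325), the filter on dim probe sets (-0.38, 0.0353), probe sets with 1 symbol (-0.38, 0.0253) and array weights (-0.41, 0.0235), and was -0.45 to -0.33 with an array left out, -0.27 to -0.13 against controls and 0.11 to 0.25 in mutants. *nrp1a* in morphants against controls turned to 0.0793 (0.780) with uninjected wildtype alone and was -0.0625 to 0.0150 with an array left out, -0.29 to -0.16 against mutants and 0.15 to 0.27 in mutants. Signs near 0 also turned for *isl1l* in morphants against controls with the other wildtype (-0.0017), against mutants with array weights (-0.0194) and in mutants with sibling wildtype alone (-0.0149), and for *eef1a1a* with the other wildtype (0.0473). With an array left out *isl1l* was -0.0198 to 0.17, -0.0682 to 0.10 and -0.0331 to 0.15, *gata2a* in morphants against mutants -0.36 to 0.0236, *mnx1* in morphants against controls -0.0428 to 0.14, and *prdm14* -0.13 to 0.0307 against mutants and -0.11 to 0.00074 in mutants.

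The share of opposite signs among the morphant against mutant calls of each setting was 78.9% with separate controls (1959 calls) and 86.5% to 90.7% with an array left out. Among morphant against control calls, also those of each setting, it was 76.0% with the other wildtype (1015 calls), 64.6% with the filter on dim probe sets (565 calls) and 49.2% to 62.4% with an array left out. The correlation was -0.116 with separate controls, -0.327 with the other wildtype, -0.149 with the filter, and -0.0777 to 0.0445 with an array left out, turning positive without uninjected replicate 1 (0.0345), uninjected replicate 2 (0.0141) or sibling replicate 1 (0.0445). The first 2 components held 39.5% with probe sets scaled to unit variance, 58.2% with the filter and 47.1% to 53.0% with an array left out. The direction of the axon guidance list, morphant vs control, turned upward with fry (adjusted p = 0.897) and with uninjected wildtype alone (0.455) and without sibling replicate 1 (0.731), and had 0.421 to 0.959 with an array left out. Among mutant calls with a known chromosome, the share on that of *isl2a* was 0% for calls of at least 2-fold and 0% to 6.67% with an array left out. Of 208 named results, 112 kept direction and side of the threshold with the 2-group tests of the methods (96 weaker), 171 with separate controls, 185 with the block, 186 with limma on 2 groups and 192 to 207 with the other settings on all probe sets, and 171 to 193 with an array left out. Apart from fewer tests where stated, the cause was not tested.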

Differences from the paper's values

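The comparison of Q values was the only test here chosen after the result was seen. The paper reports 174 differentially expressed genes between morphants and mutants at a Q below 0.05 and a change of at least 2-fold, and limma called 1894 probe sets at an adjusted p below 0.05 and the same fold. These thresholds are not on the same scale, because for the 144 matched entries of the paper's list the Benjamini-Hochberg values of the 2-group tests over all 75212 probe sets were larger than the paper's Q values by a median factor of 1.71, with 89 below 0.05, and for the 167 of morphants against controls by 1.80, with 114 below 0.05. For these entries the paper's Q was thus the looser threshold at the same P values. That alone would give the paper more genes, not fewer, so it does not account for the paper's lower counts. None of the alternatives set before the data were examined came within 1.5 times of the paper's count, the nearest being 637 for probe sets with 1 symbol and 748 with the 2-group tests of the methods. For morphants against controls the paper reports 201 and limma called 615. The 2-group tests of the methods (243) and probe sets with 1 symbol (265) came within 1.5 times of the paper's count, and the other alternatives did not. For mutants against controls the paper reports 0 and limma called 123, and every alternative gave calls, the fewest (11) with the 2-group tests of the methods. For the genes in both lists the paper reports 64 and 514 probe sets were found here, and no alternative came within 1.5 times, the nearest being 178 with the 2-group tests of the methods. The paper counts genes and the values here are probe sets, of which many have no symbol. The first principal component holds about 20% of the variance in the paper's Fig 6A, read by eye, and 35.4% here. With probe sets scaled to unit variance it held 26.2%, within 1.5 times of the paper's value, while with the filter on dim probe sets (45.3%) and with each array left out (33.4% to 39.4%) it did not.

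After these values, the paper finds no gene that differed between mutants and controls, whereas *LOC100329398*, *zgc:194221*, *grhl2b* and *ctnnd1* were called by limma without each array in turn, the last 3 also by the 2-group tests of the methods and *LOC100329398* not, and *ctnnd1* had 9.41 ± 0.05 (SD, n = 3) in mutants and 10.49 ± 0.06 (SD, n = 4) in controls.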

Other observations

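The tests of the chromosome of *isl2a* and of the 2 kinds of wildtype were chosen only after the result was seen.

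For the 123 probe sets that differed between mutants and controls, chance is argued against by the 35 splits of the 7 arrays. Only 1, the real one, gave a count as large, the highest of the others being 29, and this is the smallest share that 35 splits can give. A parental haplotype linked to *isl2a* would place most called genes on its chromosome. That chromosome held 4 of the 65 named genes with an adjusted p below 0.05 at any fold (6.15%, upper 95% limit 15.0%, against 3.08% of all genes, Fisher's exact p = 0.140). Of the 23 named genes that changed at least 2-fold, it held 0. This argues against a linked haplotype for most of the named genes and leaves it open for a few. The 100 of the 123 probe sets without a single symbol could not be placed, so for them it stays open. Without mutant replicate 2 only 4 genes were left to place, with an upper limit of 60.2%. A difference between the 2 kinds of wildtype is argued against as the whole source of the count by the 111 calls against sibling wildtype alone, of which 68 were among the 123, while uninjected wildtype alone gave 272, of which 92 were. The count was 78 and 75 without uninjected replicates 1 and 2, and 213, 55 and 77 without mutant replicates 1, 2 and 3, and an effect of the mutation stays open.

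For the 615 probe sets of morphants against controls, chance is argued against, with 1 of 35 splits as large, the real one, and 7 as the highest of the others. This too is the smallest share that 35 splits can give. For morphants against mutants, 1 of 10 splits was as large, the real one with 1894, and the highest of the others gave 0, but 10 splits are too few for a share under 0.05. For the overlap of the 2 comparisons, 1 of 100 drawn splits was as large, the real one with 514. The highest of the others gave 465, in a split that kept the 3 morphants together. The draws shuffle all 10 arrays and the 2 comparisons share the morphants, so they cannot tell the overlap from the change in morphants alone. Between sibling and uninjected wildtype, 24 probe sets differed, 13 higher and 11 lower in siblings.

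Other genes of the study were not called in morphants against controls, with log2 changes of -0.32 for *gata2a* (adjusted p = 0.301), -0.11 for *eef1a1a* (0.785), -0.08 for *prdm14* (0.777) and 0.07 for *mnx1* (0.771). Some lists were called in no comparison with pooled controls, among them the epidermis list, which was called in morphants against uninjected wildtype alone (camera adjusted p = 0.0431). In morphants against mutants, 4 of 37 muscle genes were higher and 2 lower, the same numbers adjusted over the list alone, with *pvalb3* at 1.16 and *myhb* at -0.75 (camera adjusted p = 0.550). Of 17 erythrocyte genes, 2 were higher and 2 lower (5 and 3 adjusted over the list alone), with *hbbe3* at 1.09 and *alas2* at -1.34 (camera adjusted p = 0.576). Of 17 intestine genes, 3 were higher, also adjusted over the list alone, with *lgals2b* at 0.96 and *fabp2* at 0.89 (camera adjusted p = 0.575). Of 15 complement and acute phase genes, 2 were higher (2 higher and 2 lower adjusted over the list alone), *mmp9* at 1.69 and *c7a* at 1.11 (camera adjusted p = 0.704). Of 27 epidermis genes, 3 were higher and 2 lower, the same numbers adjusted over the list alone, with *icn* at 0.57 and *krt91* at -0.63 (camera adjusted p = 0.872). Of 25 cartilage, bone and notochord genes, 1 was higher and 1 lower (3 and 3 adjusted over the list alone), *ntd5* at 0.57 and *col9a1a* at -0.90 (camera adjusted p = 0.996). By limma, 0 of 18 exocrine pancreas genes (1 higher and 1 lower at an unadjusted p below 0.05, camera adjusted p = 0.712) and 0 of 41 ribosomal protein genes (5 and 1, camera adjusted p = 0.712) passed, also adjusted over the list alone.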
